# Modification of Lhx2 activity for *ex vivo* amplification of human iPSC-derived hematopoietic stem/progenitor cells

**DOI:** 10.3389/fcell.2024.1482989

**Published:** 2024-10-15

**Authors:** Kenji Kitajima, Yuna Takahashi, Hikaru Ando, Minako Shingai, Mako Hamasaki, Miyu Tanikawa, Mai Kanokoda, Marino Nakajima, Yasumasa Nishito, Takahiko Hara

**Keywords:** iPSCs, HSPCs, organoid, differentiation, Lhx2, homeobox, *ex vivo* amplification

## Abstract

Hematopoietic stem cells (HSCs) obtained from patient-derived human induced pluripotent stem cells (iPSCs) are a promising tool for curing various hematological disorders. We previously demonstrated that enforced expression of the LIM-homeobox transcription factor Lhx2, which is essential for mouse embryonic hematopoiesis, leads to generation of engraftable and expandable hematopoietic stem cells (HSCs) from mouse iPSCs. However, it remained unknown whether Lhx2 can induce HSCs from human iPSCs. Here, we investigated the effect of Lhx2 overexpression on hematopoietic differentiation of human iPSCs. Unexpectedly, Lhx2 severely inhibited proliferation of human iPSC-derived hematopoietic cells. Thus, Lhx2 exhibited differential effects on mouse and human hematopoietic cells. Further studies implied that the inhibitory effect of Lhx2 on human iPSC-derived hematopoietic cells was due to insufficient transcriptional activation ability. Therefore, we modified Lhx2 to strengthen its activity as a transcriptional activator. This modified Lhx2 could induce *ex vivo* amplification of human iPSC-derived hematopoietic stem/progenitor cells (HSPCs). We believe that these findings will facilitate the development of a method to efficiently produce HSCs from human iPSCs.

## 1 Introduction

Hematopoietic stem cells (HSCs) have self-renewal and multi-potential abilities. Taking advantage of this feature, HSCs are used in bone marrow transplantation therapy for malignant hematological diseases (Doulatov et al., 2012). These human HSCs also serve as a source of human immune cells for cancer immunotherapy as well as for basic research of human immunology. For HSC-based therapy, a major concern is that it is difficult to obtain human leukocyte antigen-matched HSCs. Hence, *ex vivo* induction of HSCs from patient-derived induced pluripotent stem cells (iPSCs) is desirable (Demirci et al., 2020). As human iPSCs can give rise to differentiated cells other than hematopoietic lineage, human iPSC-derived HSCs can be transplanted with autologous non-hematopoietic cells, such as hepatocytes, pancreatic β cells, or vascular endothelial cells, into immunocompromised mice. This enables to establish mouse models for research on inflammatory and other diseases involving immune cells (Tran et al., 2020). On the other hand, mouse models carrying human iPSC-derived HSCs could be utilized for research of immune rejection and tolerance, when non-autologous human iPSC-derived cells are transplanted. However, many attempts to generate HSCs from human iPSCs and embryonic stem cells (ESCs) have been failed. Thus, *ex vivo* induction of HSCs from human iPSCs/ESCs remains to be an important challenge in the hematological research field.

Mouse and human HSCs and hematopoietic progenitor cells (HPCs) are enriched in lineage (Lin)^–^Sca-1^+^c-Kit^+^ (LSK) and CD34^+^CD45/43^+^ cell fraction, respectively. Therefore, these cell populations were referred to as hematopoietic stem/progenitor cells (HSPCs). The Lin marker is a cocktail of multiple cell surface markers expressed in differentiated myeloid, erythroid, B, and T cells. We previously demonstrated that enforced expression of the transcription factor Lhx2 induces *ex vivo* amplification of HSPCs from mouse iPSCs/ESCs (Kitajima et al., 2011). Lhx2 was expressed in the embryonic hematopoietic organs such as the yolk sac and aorta/gonad/mesonephros (AGM) region in E10.5 mouse embryos, but not in adult hematopoietic cells (Kitajima et al., 2011). As Lhx2 is essential for fetal liver hematopoiesis in mouse embryos (Porter et al., 1997), it appears to be involved in embryonic but not adult hematopoiesis. In human, LHX2 gene is located on chromosome 9p33 - 34.1 and aberrantly expressed in chronic myelogenous leukemia (CML) (Wu et al., 1996). It was suggested that this aberrant expression is due to conformational changes in the chromatin of LHX2 locus by the chromosomal translocation t (9; 22) (q34; q11) (Wu et al., 1996). However, the relationship between the expression of LHX2 and the leukemogenesis remains unclear.

Lhx2, also known as LH-2/LH2, is a member of LIM-homeobox transcription factor family, and originally isolated from pre-B cells (Xu et al., 1993). It was also identified as a transcription factor that bound to the glycoprotein α-subunit gene promoter (Roberson et al., 1994). Lhx2 is widely expressed in the neuronal lineage. In developing cerebral cortex in mouse embryos, Lhx2 acts as a selector gene for maintaining its regional identity (Mangale et al., 2008). Lhx2 is also involved in the maintenance of mouse hair follicle stem cells (Rhee et al., 2006). Thus, Lhx2 plays important roles in emergence and maintenance of tissue stem cells.

In the case of mouse ESCs, engraftable HSCs were obtained by enforced expression of homeobox transcription factor HoxB4 (Kyba et al., 2002). Earlier than this finding, HoxB4 was known to enhance the induction of HPCs from mouse ESCs (Helgason et al., 1996). The former study used OP9 co-culture, while the latter used embryoid bodies (EBs) for hematopoietic induction of mouse ESCs. Therefore, OP9 co-culture method would be suitable for the induction of HSCs from mouse ESCs. On the other hand, enforced expression of Lhx2 into mouse ESCs resulted in immortalization of HPCs when EB method was used (Pinto do et al., 1998). Therefore, we expected that engraftable HSCs would be obtained by the Lhx2 overexpression when OP9 co-culture was used. As expected, engraftable HSCs were obtained from mouse ESCs and iPSCs by Lhx2 (Kitajima et al., 2011). We also revealed that *ex vivo* amplification of HSPCs from mouse ESCs by Lhx2 was more efficient than that by HoxB4 (Kitajima et al., 2011). Additionally, enforced expression of Lhx2 in adult mouse bone marrow HSCs results in their *ex vivo* amplification (Pinto do et al., 2002; Kitajima et al., 2015). Thus, Lhx2 is an attractive candidate for inducing HSCs from human iPSCs. However, Lhx2 was ineffective for generating engraftable HSCs from human and common marmoset ESCs (Nakajima-Takagi et al., 2013; Kurita et al., 2006). HoxB4 was also unable to induce the engraftable HSCs from human ESCs (Wang et al., 2005). These facts suggest that a road blocker might exist to interfere the function of Lhx2 and HoxB4 in human HSPCs.

In this study, we aimed to achieve *ex vivo* amplification of human iPSC-derived HSPCs by clarifying the inhibitory action of Lhx2 in the human system. By employing a modified Lhx2 (Lhx2TAD) and UM171, a pyrimidoindole derivative that enhances *ex vivo* amplification of human HSPCs (Fares et al., 2014), we succeeded in the expansion of human iPSC-derived HSPCs. This study will be an important step for therapeutic application of human iPSC-derived HSPCs.

## 2 Materials and methods

### 2.1 Establishment, maintenance, and differentiation induction of mouse iPSCs

Mouse iPSCs were reprogrammed from embryonic fibroblasts derived from C57BL6 mice (Nihon SLC) using pMXs-Oct3/4, pMXs-Sox2, pMXs-Klf4, and pMXs-c-Myc (Plasmids #13366, #13367, #13370, and #13375, respectively; Addgene), as previously described (Kitajima et al., 2011). Maintenance and hematopoietic differentiation induction of mouse iPSCs and retroviral transduction of Lhx2 were carried out as previously described (Kitajima et al., 2011). Fluorescence-activated cell sorting (FACS) of hematopoietic cells were performed as previously described (Kitajima et al., 2011). Antibodies used in this study are listed in Supplementary Table S1. Mouse TrueStain FcX (Biolegend) were used to suppress non-specific antibody binding.

### 2.2 Maintenance and differentiation induction of human iPSCs

Human iPSCs (SM28) were used in the first part of this study. They were maintained as previously described (Kitajima et al., 2016). Induction of human iPSCs into hemogenic endothelial cells (HECs) by transient administration of the GSK3β inhibitor CHIR99021 and isolation of HECs were carried out as previously described (Kitajima et al., 2016). The isolated cells were transduced with the retroviral vector and seeded onto OP9 cells with human interleukin (IL)-6 and human stem cell factor (SCF) as previously described (Kitajima et al., 2016). Cell sorting experiments were carried out by using FACSAria™ III (BD biosciences).

Hematopoietic induction of human iPSCs by a new method was carried out as previously described (Kitajima et al., 2022) with minor modifications. Detailed information is provided in the Supplementary Material. Briefly, human iPSCs were treated with CHIR99021 and bone morphogenetic protein four for 2 days. Then, embryoid bodies (EBs) were formed by a forced aggregation method and cultured for an additional 3 days with SB431542 and vascular endothelial growth factor. Thereafter, these EBs were transferred to a tissue culture plate and cultured with various hematopoietic cytokines. In this series of experiments, 692D2 human iPSCs (Okita et al., 2013) were used.

Flow cytometry analyses of hematopoietic cells were performed by using LSRFortessa™ X-20 (BD biosciences) as previously described (Kitajima et al., 2022). Each experiment was performed using 3 wells (*n* = 3), otherwise indicated. Similar results were obtained in independent differentiation induction experiments. Antibodies used in these experiments are listed in Supplementary Table S1. Human TrueStain FcX (Biolegend) was used to suppress non-specific antibody binding. Colony-forming unit (CFU) assays were carried out using H4034 MethoCult medium (Stem Cell Technologies) as previously described (Kitajima et al., 2022).

### 2.3 Transduction of Lhx2 and gene expression analysis in K562 cells

Human K562 cells were cultured in RPMI 1640 medium (Nacalai) supplemented with 10% fetal calf serum and penicillin/streptomycin. Retroviral vectors were prepared using Plat-GP packaging cells as previously described (Miyashita et al., 2018). Two days after transduction, EGFP^+^ cells were isolated and cultured for an additional 3 days. Then, total RNA was prepared using an RNeasy Mini Kit (QIAGEN) and subjected to microarray analysis. For cell proliferation analyses, the retroviral vectors were transduced on day −2. From 2 days later (day 0), the number of EGFP^+^ cells was scored using LSRFortessa™ X-20 (BD Biosciences) every 3 days. Each transduction experiment was performed using 3 wells (*n* = 3) and statistical analyses were carried out. Similar results were obtained in independent transduction experiments.

### 2.4 Retroviral vectors

The retroviral vectors pMY-IRES-EGFP and pMY-FLAG-Lhx2-IRES-EGFP were previously described (Kitajima et al., 2011). Construction of pMY-FLAG-Lhx2TAD-IRES-EGFP is described in the Supplementary Material and Methods. Briefly, the C-terminus of FLAG-Lhx2 was replaced by VP16-TAD via PCR and inserted into pMY-IRES-EGFP.

### 2.5 Reporter assay

The retroviral vectors were used as expression vectors. These vectors were transfected into 293T cells with a reporter plasmid, p6x Lhx2-binding sequence (LBS)-Luc, and pRL-TK using FuGeneHD transfection reagent (Promega) according to the manufacturer’s recommendation. Each transfection experiment was performed using 3 wells (*n* = 3) and statistical analyses were carried out. Similar results were obtained in independent transfection experiments. The luciferase assay was carried out as previously described (Kitajima et al., 2013). Detailed information on the construction of p6x LBS-Luc is provided in the Supplementary Material.

### 2.6 Lentiviral vectors

The lentiviral vectors pHR-IRES-ZsGreen1, pHR-FLAG-Lhx2-IRES-ZsGreen1, and pHR-FLAG-Lhx2TAD-IRES-ZsGreen1 were used. Construction of these vectors is described in the Supplementary Material. Lentiviral vectors were produced as previously described (Kitajima et al., 2022).

### 2.7 Transplantation analyses

Lhx2TAD-transduced cells on day 14 were transplanted into sub-lethally (2.5 Gy) irradiated 20-week-old NOD/scid/γC^−/−^ (NSG) mice (The Jackson Laboratory) by the caudal artery transplantation method (7.5 × 10^5^ cells/mouse; *n* = 4). This method was originally developed to establish a mouse model for the bone metastasis of cancer cells (Kuchimaru et al., 2018). It was recently applied to the transplantation of human HSCs into NSG mice (Sakurai et al., 2023).

To test the efficacy of this method, K562 cells constitutively expressing luciferase gene were prepared by introduction of pLVSIN-EF1a-Luc-IRES-ZsGreen1 lentiviral vector into K562 cells. Then, these cells were transplanted from tail vein or from caudal artery. Transplanted mice were intraperitoneally injected with D-Luciferin (Summit Pharmaceutical International). The imaging analyses were carried out by IVIS Lumina imaging system (PerkinElmer) according to the manufacture’s instruction.

All of animal experimental procedures were pre-approved by the Animal Experimentation Committee at Tokyo Metropolitan Institute of Medical Science.

### 2.8 Statistical analyses

Statistical significance was determined by the two-tailed, paired Student’s t-test using Numbers software (Apple). Mean values with standard deviations are shown in the graphs (*n* = 3). *, **, and *** in the graphs indicate *p* < 0.05, *p* < 0.005, and *p* < 0.0005, respectively.

## 3 Results

### 3.1 Different effects of Lhx2 on hematopoietic differentiation of mouse and human iPSCs

We first compared the effect of Lhx2 overexpression on hematopoietic cell induction from mouse and human iPSCs. In this series of experiments, a retroviral vector carrying IRES-EGFP was used as the gene delivery tool (Figure 1A). Mouse and human iPSCs were differentiated into hematopoietic cells via HECs (Figure 1B). The HECs are common progenitors for hematopoietic and endothelial cells. In the case of mouse ESCs/iPSCs, HECs are defined as Tie-2^+^c-Kit^+^ cells. When mouse iPSCs were co-cultured with OP9 stromal cells for 6 days, approximately 20%–30% were differentiated into HECs (Figure 1C). To examine an effect of Lhx2, Lhx2 was overexpressed into these HECs and cultured on OP9 cells for 7 days in the presence of mouse IL-6 and mouse SCF. In the case of empty vector, 11.8% of cells were EGFP^+^Lin^–^and among them, Sca-1^+^c-Kit^+^ HSPCs were hardly detected (Figure 1C). On the other hand, when Lhx2 was introduced, 47.0% of cells were EGFP^+^Lin^–^and 49.7% of these cells were Sca-1^+^c-Kit^+^ HSPCs (Figure 1C). Thus, mouse HSPCs were significantly expanded by Lhx2. These data are consistent with our previous study, which also proved that these Lhx2-transduced HSPCs contain engraftable HSCs (Kitajima et al., 2011).

**FIGURE 1:**
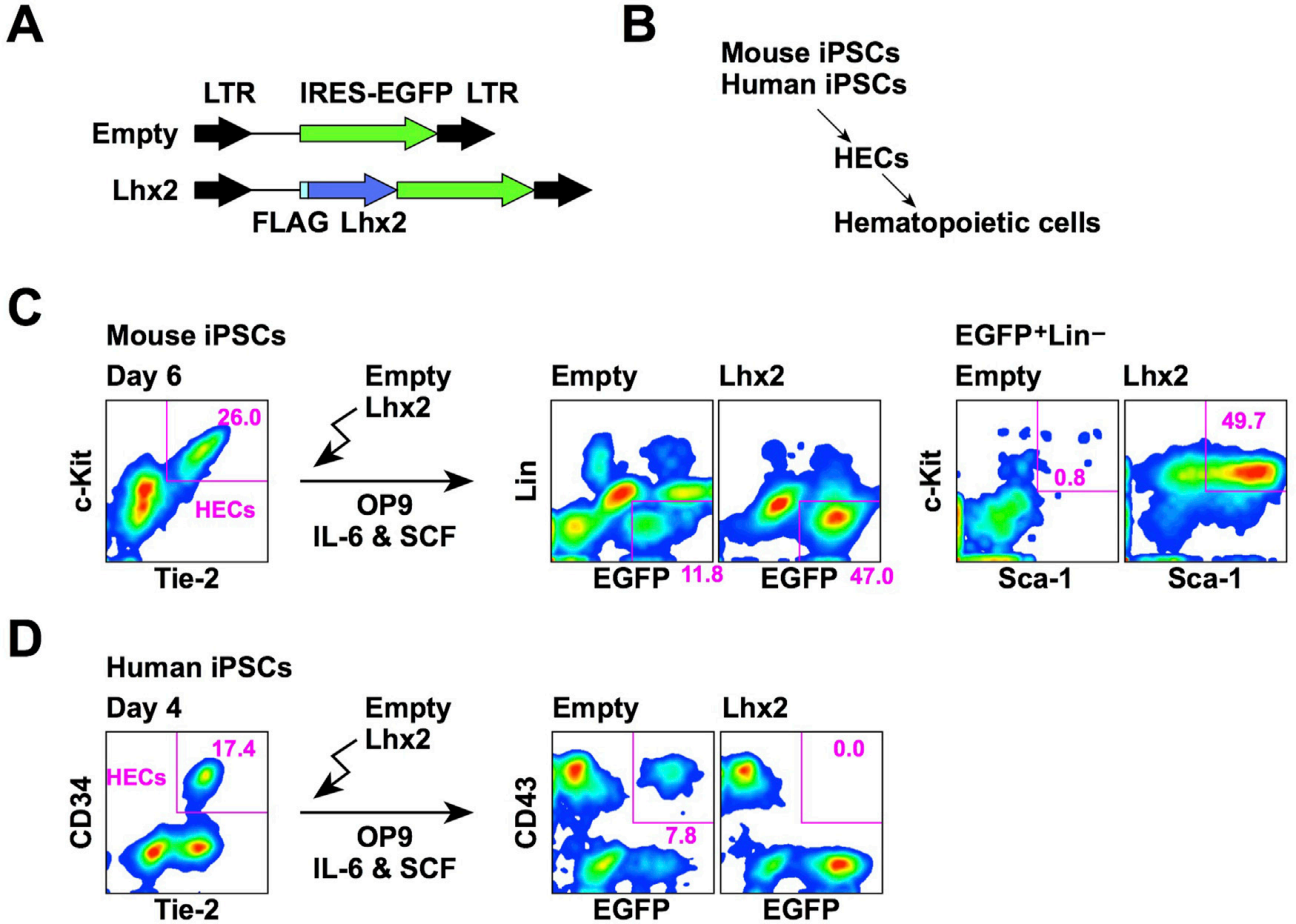
Opposite effects of Lhx2 on hematopoietic induction from mouse and human iPSCs. **(A)** Structure of retroviral vectors used for Lhx2 transduction. **(B)** An overview of hematopoietic differentiation of mouse and human iPSCs. **(C)** Effect of Lhx2 on hematopoietic induction from mouse iPSCs. **(D)** Effect of Lhx2 on hematopoietic induction from human iPSCs. In C and D, the numbers indicate the percentages within the gates. Representative data from multiple experiments are shown.

Next, SM28 human iPSCs were differentiated into HECs by our previous protocol using CHIR99021 (Kitajima et al., 2016). In this system, 17% of cells were CD34^+^ on day 4 of differentiation induction (Figure 1D). Our previous study revealed that these CD34^+^ cells are differentiated into hematopoietic and endothelial cells when isolated and co-cultured with OP9 (Kitajima et al., 2016). Furthermore, all of these CD34^+^ cells expressed TIE-2 (Figure 1D), a marker of HECs. Therefore, these cells were considered to be HECs. However, the human ESC-derived CD34^+^ cells could differentiate into mesenchymal stem cells (Kopher et al., 2010). Although mouse and human HECs possessed the hemogenic activity, mouse and human HECs might have different differentiation potentials.

To analyze the effects of Lhx2 on hematopoietic induction of human iPSCs, HECs were transduced with Lhx2 and cultured on OP9 cells in the presence of human IL-6 and human SCF. In the case of human ESCs/iPSCs, CD43 is widely used as an earliest marker of hematopoietic cells (Vodyanik et al., 2006). An authentic marker of pan-hematopoietic cells, CD45, is known to be expressed later. When the empty vector was transduced, 7.8% were EGFP^+^CD43^+^ (Figure 1D). By contrast, EGFP^+^CD43^+^ cells were not detected upon Lhx2 transduction (Figure 1D). This was due to the inhibitory effect of Lhx2 on growth of human iPSC-derived hematopoietic cells, as is shown later. Thus, in sharp contrast to mouse iPSCs, Lhx2 could not induce HSPCs from human iPSCs.

### 3.2 Growth inhibition of K562 cells by Lhx2

To obtain clues about the inhibitory effect of Lhx2 in human cells, we used human leukemia cell lines, since we previously found that Lhx2 inhibits the proliferation of human T-cell leukemia cell lines, Jurkat and CCRF-CEM (Miyashita et al., 2018). To this end, we selected a human CML cell line, K562, since CML is derived from HSCs. In this cell line, endogenous LHX2 expression was not detected (data not shown), although the previous study indicated human CML expressed LHX2 (Wu et al., 1996). K562 cells were transduced with empty vector or Lhx2 expression vector (Figure 2A). When empty vector was transduced, EGFP^+^ cells increased 7.0 ± 0.7 folds and became confluent on day 3 (Figure 2B). In contrast, Lhx2-transduced EGFP^+^ cells only increased 2.4 ± 0.3 and 1.7 ± 0.2 folds on day 3 and 6, respectively (Figure 2B). There as a statistically significant difference between empty- and Lhx2 vector-transduced cells on day 3 (*p* = 0.0002) and on day 6 (*p* = 7.4 × 10^−8^) (*n* = 3). Thus, Lhx2 overexpression severely suppressed the proliferation of K562 cells.

**FIGURE 2:**
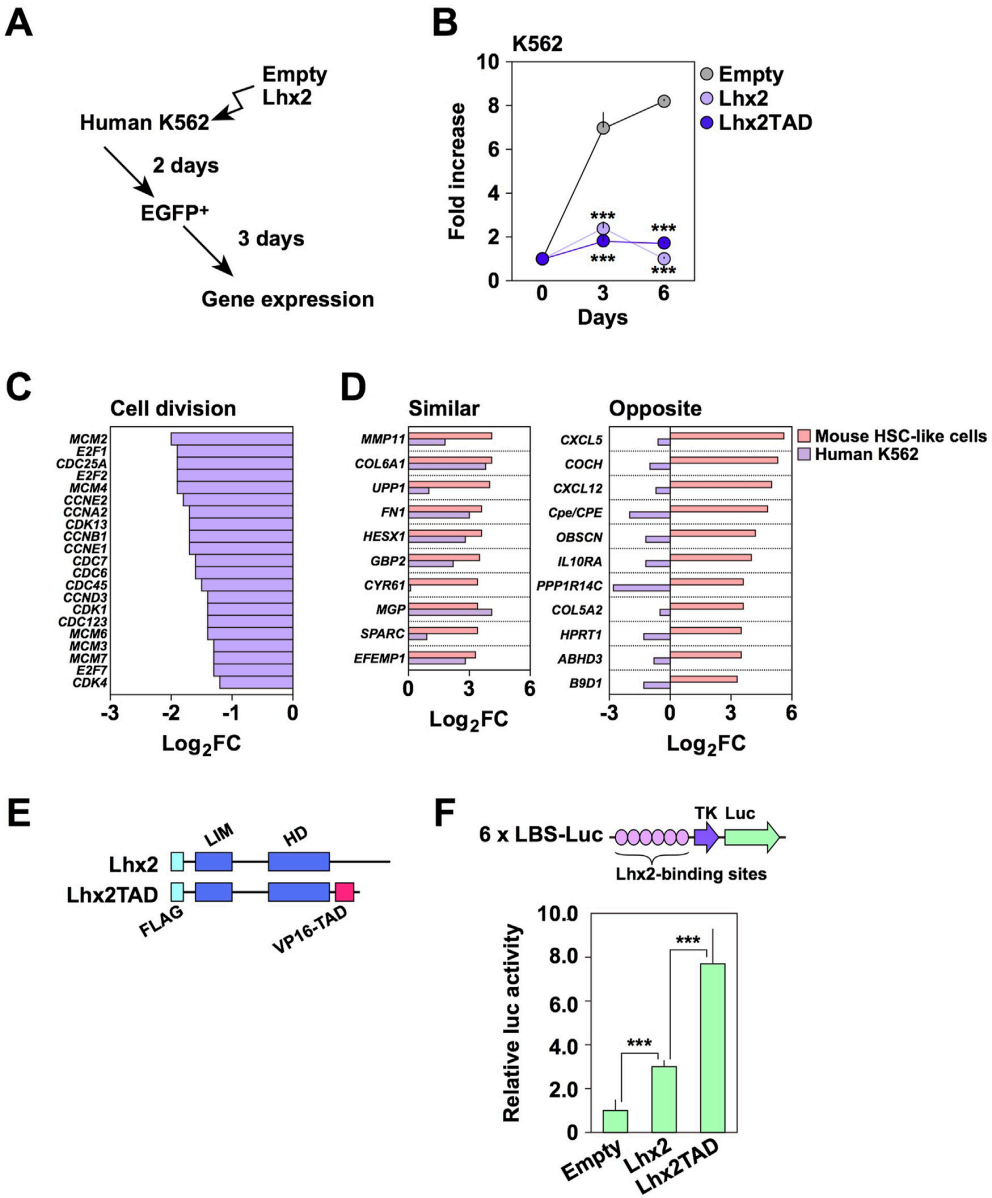
Effect of Lhx2 on gene expression in K562 cells. **(A)** An overview of Lhx2 transduction experiments. Lhx2 was transduced with the retroviral vector as shown in Figure 1A. **(B)** Suppression of proliferation of K562 cells by Lhx2 and Lhx2TAD. The vertical axis indicates the relative cell increase rates compared with the number of cells on day 0. Mean values with standard deviations are shown (*n* = 3). ***p < 0.0005 by the Student’s *t*-test compared with empty vector-transduced cells. **(C)** Effect of Lhx2 on expression of cell division-related genes in K562 cells. **(D)** Effect of Lhx2 on expression of genes in K562 cells whose expression was increased by Lhx2 in mouse HSPCs (Lhx2-activated genes). In C and D, the horizontal axis indicates the Log2 expression levels of genes in Lhx2-transduced cells compared with empty vector-transduced cells. **(E)** Structure of Lhx2 and Lhx2TAD. **(F)** Transcriptional activation ability of Lhx2 and Lhx2TAD. The results of a reporter assay using 6x LBS-Luc are shown. The values were corrected by co-transfected RL-TK. Mean values with standard deviations are shown (*n* = 3). ***p < 0.0005 by the Student’s *t*-test.

We next analyzed whether transcriptional regulatory functions of Lhx2 in K562 cells are similar to those in mouse HSPCs or not. We previously identified genes whose expression levels were increased by Lhx2 overexpression in mouse ESC-derived HSPCs (Kitajima et al., 2013). We hereafter refer to these genes as “Lhx2-activated genes”. 

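K562, a human CML cell line with erythroid and megakaryocytic features, was compared as 1 empty vector-transduced and 1 Lhx2-transduced sample. Of 26063 genes on the arrays, 15307 were measured in both samples. Among these, 2336 genes were higher by 2-fold or more in Lhx2-transduced cells and 1516 genes were lower by 2-fold or more, so that 60.6% of the genes past 2-fold were higher. A further 719 genes were well above background in Lhx2-transduced cells only, 632 of them by at least 2-fold. Likewise, 1460 genes were well above background in empty vector-transduced cells only, 299 of them by at least 2-fold. LHX2 itself was read by 1 probe, on chromosome 9 from position 126795257 to 126795316 of hg19. Its signal was 26.3 in empty vector-transduced cells, where it was well above background, and 15.1 in Lhx2-transduced cells, where it was not. Both values rest on 1 spot and are dim, the dimmest signal counted on the empty vector array being 13.4. The paper states, without showing the data, that endogenous LHX2 was not detected in K562 cells. The dim signal here is not taken as evidence of its expression. The supplement builds the retroviral Lhx2TAD from mouse Lhx2 cDNA, the methods cite earlier work for the retroviral Lhx2 vector, and whether the insert holds the human sequence of the probe was not examined here, so the probe does not check the transduction.
EGFP+ cells were sorted 2 days after transduction and cultured for an additional 3 days before RNA was prepared. Each sample was labeled with Cy3 and hybridized to 1 single-color Agilent array of 60-mer probes, both on the same slide. The authors deposited the spot intensities from Agilent Feature Extraction software, which subtracts the background and corrects trends across the array. They also deposited a value table that equals this processed signal divided by 1476.87 for empty vector and by 1316.07 for Lhx2, close to the 75th percentiles of the 43118 non-control spots, 1476.35 and 1316. In the present values, the log2 of the processed signal was taken relative to the 75th percentile of each array, spots of one probe were averaged, and a gene was the mean of its probes that were well above background in both samples. A gene well above background in 1 sample has only a lower bound of its difference, set against its own dim signal or, if higher, the dimmest signal well above background on the other array (13.4 for empty vector and 18.5 for Lhx2). This dimmest signal is higher on the Lhx2 array also after scaling (log2 -6.15 against -6.78). The counts of 632 and 299 genes in 1 sample only by at least 2-fold are therefore not like for like. With 1 array per condition there is no spread between samples and no test, so all differences describe these arrays.
The spots of one probe gave log2 differences with a median SD of 0.041 over 649 probes of 9 or more spots, and the different probes of 3498 genes spanned a median of 0.32. The median difference was 0.25 in the dimmest 10% of genes and -0.30 in the brightest 10%. Centering both arrays on their medians instead moved the difference of every gene by -0.42 and gave 1420 genes higher and 3308 genes lower by 2-fold or more, with 30.0% higher.

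**Figure D1:**
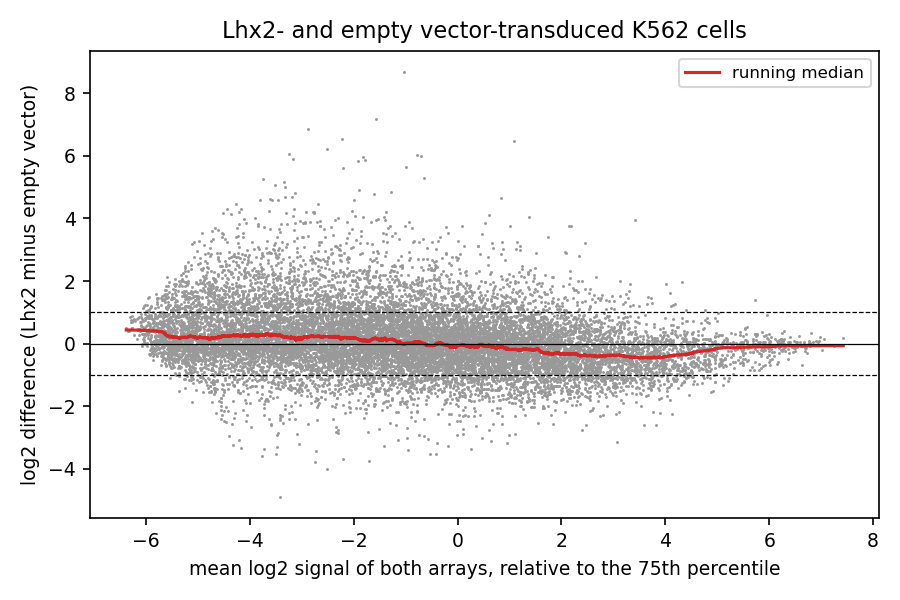
Log2 difference (Lhx2-transduced minus empty vector-transduced K562 cells, vertical axis) of each of the 15307 measured genes (gray dots) against its mean log2 signal on both arrays relative to the 75th percentile (horizontal axis). The dashed lines mark 2-fold and the red line is the running median over 250 genes on either side, which lies above 0 for dim genes and below 0 for brighter ones, and none of the 99 genes with a mean signal of 6 or more differs by 2-fold.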

Based on this data, we investigated whether the transcription of these genes is altered by Lhx2 in K562 cells using microarray analyses with empty vector- and Lhx2-transduced K562 cells. As expected, Lhx2 decreased the expression of cell division-related genes (Figure 2C). In addition, Lhx2 acted as a transcriptional repressor of erythroid and platelet-related genes in K562 cells (Supplementary Figure S1).

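The genes drawn in Fig. 2C were lower in Lhx2-transduced K562 cells. All 21 had log2 differences below 0, and 20 of them were lower by 2-fold or more. How these genes were picked is not given in the sources used here, so the tally is not taken as independent evidence of the direction. MCM2, a subunit of the replicative helicase, was 4.12-fold lower (log2 difference -2.04), with signals of 9388 in empty vector-transduced and 2032 in Lhx2-transduced cells. The MCM2 probe, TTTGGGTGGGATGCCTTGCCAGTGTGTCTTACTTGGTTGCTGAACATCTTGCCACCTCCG, lies on the plus strand of chromosome 3 from 127340805 to 127340864 of hg19. E2F1, a transcription factor of S phase entry, was 3.66-fold lower, and its 10 spots had an SD of 0.043 in log2 difference. CDC25A, a phosphatase that activates cyclin-dependent kinases, had a log2 difference of -1.93, CCNA2 one of -1.69 and CDK1 one of -1.36. CDK13 was the exception to 2-fold at -0.07. Its 3 probes gave -1.697, 0.62 and 0.88, and it lay above 0 with normexp background correction (0.17) and with its brightest probe alone (0.62).
Lists of genes written before the data were examined gave the same direction over more genes. Of 50 DNA replication genes, 37 were lower by 2-fold or more and none was higher, with a median log2 difference of -1.37. Among them FEN1, the flap endonuclease, was at -2.26, MCM10 at -2.17, GINS2 at -2.07 and PCNA, the sliding clamp, at -2.06. Of 43 genes of mitosis and cytokinesis, 23 were lower by 2-fold or more, with a median of -1.08. SPC24 was at -2.03, MAD2L1, a spindle checkpoint protein, at -1.86 and AURKA at -1.61. Of 25 G1/S cyclins, kinases and E2F factors, 14 were lower by 2-fold or more, with a median of -1.13, CCNE2 among them at -1.69. Of 30 genes of the MYC and ribosome biogenesis list, 21 were lower by 2-fold or more, with a median of -1.41. MYC was at -2.22 and the nucleolar proteins NOP16 and BOP1 were at -2.30 and -2.20. Each of these 4 medians was below those of all 10000 random lists of the same size and signal. The only members higher by 2-fold or more were UBE2C (1.93) in the mitosis list and RBL2 (1.01), a relative of RB1, in the G1/S list, both singled out after their values were seen. With the genes drawn in the paper's figures left out, a check chosen after the data were seen, the medians were -1.27 for DNA replication, -1.03 for mitosis, -0.51 for G1/S, where 337 random lists were as low, and -1.37 for MYC and ribosome biogenesis.
None of 6 CDK inhibitors differed by 2-fold, with CDKN1B at 0.49 and CDKN1A, named after its value was seen, at -0.13. The list median was 0.06, or -0.36 with median centering. None of 32 cytosolic ribosomal proteins differed by 2-fold either, with a median of -0.09, or 0.07 with quantile normalization. Their median log2 signal of 6.23 lies in the range in which no gene differed by 2-fold.

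**Figure D2:**
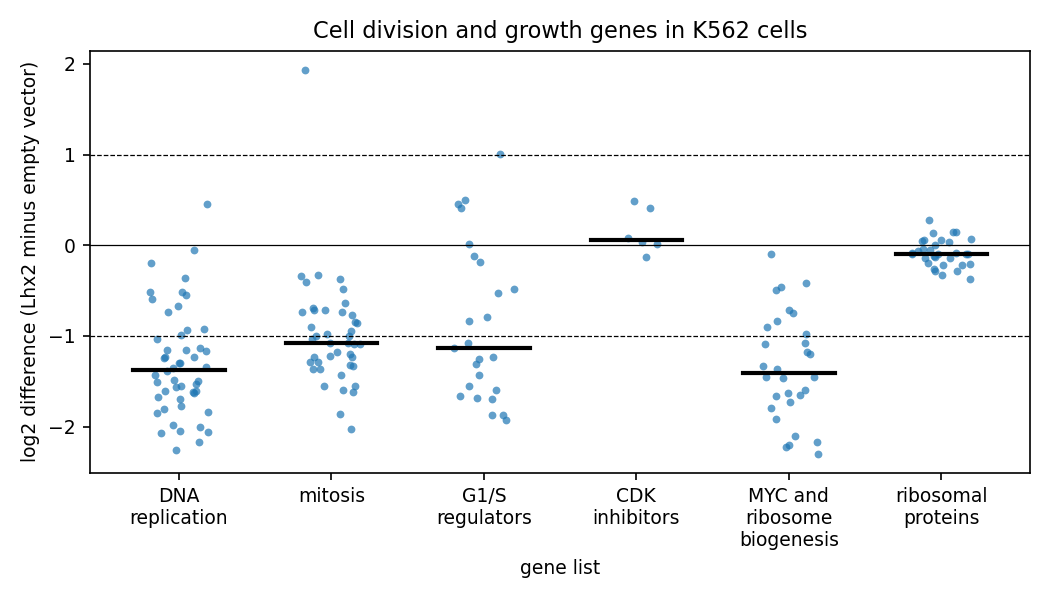
Log2 difference (Lhx2 minus empty vector, vertical axis) of each measured gene (dots) in 6 lists of cell division and growth genes (horizontal axis), with the list median as a black bar and 2-fold as dashed lines. The medians of DNA replication (-1.37), mitosis (-1.08), G1/S regulators (-1.13) and MYC and ribosome biogenesis (-1.41) lie below -1, and no CDK inhibitor or ribosomal protein lies outside the dashed lines.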

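The erythroid and platelet genes of Supplementary Figure S1 were lower in Lhx2-transduced K562 cells. All 23 had log2 differences below 0, and 20 were lower by 2-fold or more, a tally with the same limit as that of Fig. 2C. KLF1, an erythroid transcription factor, was 8.85-fold lower (-3.15). Its probe, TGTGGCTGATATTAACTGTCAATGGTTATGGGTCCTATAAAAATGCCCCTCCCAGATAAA, lies on the minus strand of chromosome 19 from 12995236 to 12995295 of hg19, and its signals were 37086 in empty vector-transduced and 3734 in Lhx2-transduced cells. ALAS2, the erythroid enzyme of the first step of heme synthesis, was 8.09-fold lower. The collagen receptor GP6 of platelets, read by a probe on chromosome 19 from 55525400 to 55525459, was 11.4-fold lower, and ITGA2B, the platelet integrin chain CD41, was 2.92-fold lower. The smallest differences were those of GP1BB (-0.96), TFR2 (-0.85) and GYPE (-0.82).
Of 16 measured transcription factors of the erythroid and megakaryocyte lineages, 8 were lower by 2-fold or more, and the list median was -0.78. GFI1B was at -3.02, NFE2 at -2.58 and GATA1 at -2.56, while SOX6, the only one higher by 2-fold or more, was at 2.41. Of 8 measured globins, 6 were lower by 2-fold or more, with a median of -1.34. The embryonic and alpha-type chains HBQ1 (-2.91), HBZ (-2.77) and HBA2 (-2.59) differed most, and HBB and the fetal chain HBG1 were both at -0.30. The probes of HBA2 and HBG1 may also read HBA1 and HBG2, and HBG1 had a mean log2 signal above 6, where no gene differed by 2-fold. Of 11 measured platelet and megakaryocyte genes, 5 were lower by 2-fold or more, with a median of -0.96, THBS1 among them at -2.18, and 4 more (GP1BA, PPBP, SELP and TUBB1) were well above background in empty vector-transduced cells only. With these 4 at their lower bounds the median was -0.70. No random list had a median as low as the transcription factors or the platelet genes, and 1 of 10000 was as low as the globins.
Erythroid membrane, surface and cytosol markers went both ways. Of 24 measured, 8 were lower by 2-fold or more, CA1 at -2.50, RHD at -2.38 and DMTN at -2.35 among them, 1 was higher (ERMAP, 1.22), and AHSP, the alpha hemoglobin chaperone, was at least 8.15-fold lower. The list median of -0.20 had 1352 random lists as low. In heme synthesis, UROD (-1.53) was lower while ALAD (2.41) and the iron importer SLC25A37 (1.68) were higher, with a median of -0.26 over 11 genes and 2347 random lists as low. Among 15 measured granulocyte and macrophage genes, 4 were higher by 2-fold or more, namely AZU1 (4.20), CSF3R (3.09), ITGAM (2.40) and CEBPA (1.01), none was lower, and the median was 0.41, or -0.01 with median centering. SOX6, HBB, HBG1, GP1BA, PPBP, SELP, TUBB1, AHSP, ERMAP, ALAD and SLC25A37 were named after their values were seen.
With the genes drawn in the paper's figures left out, a check chosen after the data were seen, the medians were -0.44 for the transcription factors (519 random lists as low), -0.52 for the platelet genes (120), -0.30 for the 2 globins left (2572), -0.21 for heme synthesis (3034) and -0.03 for the membrane markers (4313). Without the filter on dim probes, the medians were -0.51 for the transcription factors, -0.48 for the platelet genes and -0.56 for the membrane markers, and 0.07% of random lists were then as low as the membrane markers. With probes well above background in at least 1 sample the membrane markers were at -0.82, and no random list was as low.

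**Figure D3:**
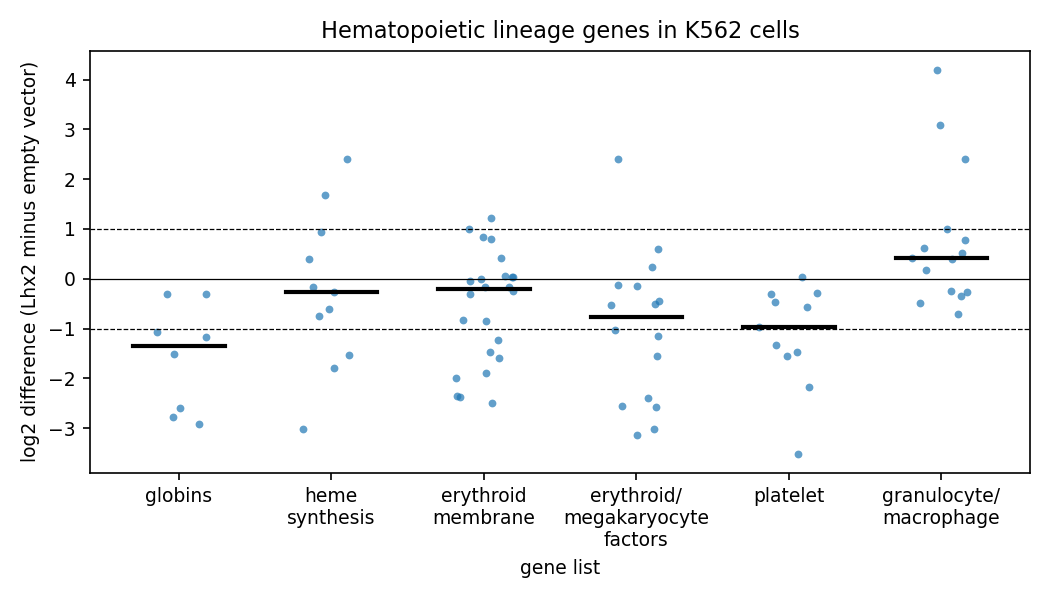
Log2 difference (Lhx2 minus empty vector, vertical axis) of each measured gene (dots) in 6 lists of hematopoietic lineage genes (horizontal axis), with the list median as a black bar and 2-fold as dashed lines. Globins (median -1.34) and platelet genes (-0.96) lie almost all below 0, heme synthesis and erythroid membrane genes lie on both sides of 0, and the granulocyte and macrophage median of 0.41 goes to -0.01 with median centering.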

Next, we analyzed the expression of Lhx2-activated genes in K562 cells. 

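The Lhx2-activated genes drawn in Fig. 2D were looked up on both arrays. All 21 had a probe well above background in at least 1 of the samples, and 18 were measured in both. FN1, which encodes fibronectin, and MGP, a matrix protein of cartilage, were well above background in Lhx2-transduced cells only. CPE, a carboxypeptidase of secretory granules, was well above background in empty vector-transduced cells only, with a signal of 15.8, close to the dimmest signal counted there. In empty vector-transduced cells the log2 signal relative to the 75th percentile was 3.39 for HPRT1, an enzyme of purine salvage, 1.16 for COCH, 0.14 for CYR61, -5.77 for MMP11 and -5.79 for SPARC, levels of different probes that do not rank the genes. The other genes of the ranking in mouse cells were not analysed here.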

Among the top 50 Lhx2-activated genes, 21 genes were expressed in K562 cells. Among these 21 genes, expression of 10 genes was increased while expression of the other 11 genes was decreased by Lhx2 overexpression in K562 cells (Figure 2D). 

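The 10 genes drawn as increased were all higher in Lhx2-transduced cells, although CYR61, at 0.26, turned to -0.15 with median centering. Of these, 7 were measured as higher by 2-fold or more, and FN1 and MGP were at least 2.56-fold and at least 4.19-fold higher. COL6A1, a chain of collagen VI, was 16.1-fold higher, with signals of 74.2 in empty vector-transduced and 1061 in Lhx2-transduced cells, read by a probe on chromosome 21 from 47424836 to 47424895 of hg19. EFEMP1, an extracellular matrix glycoprotein, was 7.88-fold higher. HESX1, a homeobox repressor of forebrain development, was 7.18-fold higher over 9 spots of its probe, and GBP2, an interferon-induced GTPase, was 4.99-fold higher. MMP11 had a log2 difference of 1.96, SPARC one of 1.08 and UPP1 one of 1.07. The empty vector log2 signals of MMP11 (-5.77) and SPARC (-5.79) lay near the dimmest counted there (-6.78), so the sizes of their differences are uncertain.
Of the 11 genes drawn as decreased, 7 lay below 0, 4 of them by 2-fold or more. PPP1R14C, an inhibitor of protein phosphatase 1, was 6.34-fold lower, read by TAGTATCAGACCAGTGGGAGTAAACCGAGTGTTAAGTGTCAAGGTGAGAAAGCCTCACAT on the plus strand of chromosome 6 from 150570937 to 150570996. B9D1, a protein of the ciliary transition zone, was 2.30-fold lower, HPRT1 2.11-fold lower over 10 spots, and IL10RA, a chain of the interleukin 10 receptor, 2.05-fold lower. COCH (-0.80), CXCL5 (-0.45) and COL5A2 (-0.31) were lower by less than 2-fold. The number below 0 was 10 with median centering, 9 with no filter on dim probes, and 8 with quantile normalization.

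**Figure D4:**
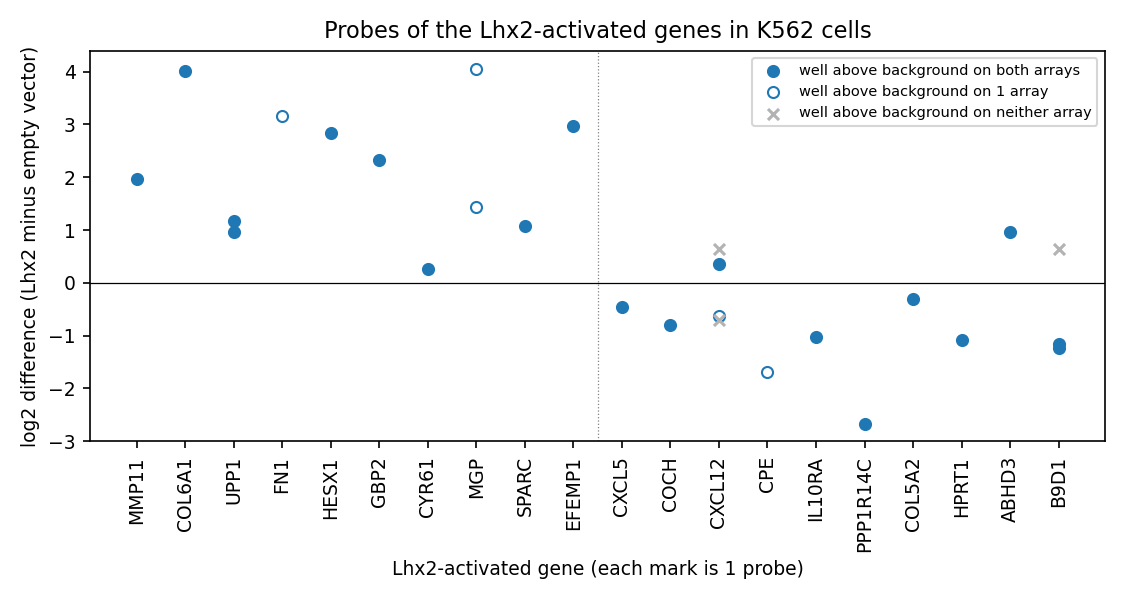
Log2 difference (Lhx2 minus empty vector, vertical axis) of each probe of 20 Lhx2-activated genes (horizontal axis), with the genes drawn as increased left of the dotted line and those drawn as decreased right of it. Filled circles are probes well above background in both samples, open circles in 1 sample and gray crosses in neither. The filled circles left of the line run from 0.26 to 4.00, and those right of it lie on both sides of 0.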

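ABHD3 and CXCL12, both drawn as decreased, lay above 0. ABHD3, a phospholipase, was 1.94-fold higher in Lhx2-transduced cells. Its single probe, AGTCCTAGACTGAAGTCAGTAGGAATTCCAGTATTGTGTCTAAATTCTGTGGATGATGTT on the minus strand of chromosome 18 from 19236838 to 19236897 of hg19, had signals of 659 in empty vector-transduced and 1141 in Lhx2-transduced cells, and the difference lay above 0 in all settings tried. CXCL12, a chemokine that attracts HSPCs, had 4 probes, all dim. The probe from 44880394 to 44880453 of chromosome 10, the only one well above background in both samples, was at 0.36, and the probe from 44872888 to 44872947, well above background in empty vector-transduced cells only, was at -0.62. The gene went to -0.06 with median centering and to -0.13 when a probe had to be well above background in only 1 sample.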

Lhx2 oppositely regulated the transcription of 11 out of 21 Lhx2-activated genes in K562 cells. Based on this finding, we speculated that the inhibitory effect of Lhx2 on the proliferation of human hematopoietic cells is related to its transcriptional repressor activity.

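Factors that bind Lhx2 or act with it, and members of the CoREST repressor complex, were also read on these arrays. The arrays give RNA levels and do not measure binding between the proteins or the state of a complex. LDB1, the LIM-domain binding protein, was 2.04-fold lower in Lhx2-transduced cells, and its partner LMO2 was at a log2 difference of 0.23. Of 12 genes of the LDB1:LMO2 complex and its partners, 5 were lower by 2-fold or more, including CBFA2T3 (-2.01), GATA2 (-1.56) and TCF3 (-1.05), and 2 were higher, SSBP2 (1.60) and LMO4 (1.502), both named after their values were seen. The median of this list was -0.47, with 880 of 10000 random lists as low, but 0.04, with 7551 as low, when GATA1 and GATA2, which the paper's figures draw, were left out, a check chosen after the data were seen. Another list held binding partners and corepressors of Lhx2 together with CoREST, which the paper names as a target of UM171 and not as a partner of Lhx2. Among its 11 measured genes, SIN3A was at -0.51, RLIM at -0.05 and CITED2, a coactivator also called MRG1, at 0.68. The CoREST members KDM1A and RCOR1 were at -0.80 and -0.47. The corepressor SIN3B, named after its value was seen, was higher by 2-fold or more at 1.12. The median of the 11 genes was -0.19, with 3877 random lists as low. From the 11 Lhx2-activated genes that it counts as oppositely regulated in K562 cells, the paper speculates that the inhibitory effect of Lhx2 on proliferation is related to its transcriptional repressor activity.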

If transcriptional activator function was forcibly provided to Lhx2, its transcriptional repressor activity would be attenuated. To investigate this possibility, transcriptional activation domain (TAD) of VP16 was connected to the C-terminal region of Lhx2 (Figure 2E), since addition of TAD to several transcription factors was known to enhance their biological functions. For example, reprogramming of somatic cells into iPSCs was enhanced by OCT4 with TAD (Hirai et al., 2012). In hematopoietic lineage, induction of myeloid leukemia by oncogenic homeobox transcription factor Meis1 was promoted by the addition of TAD (Wang et al., 2006). As TAD itself has no DNA binding ability, it is unlikely that TAD directly activates transcription of unrelated genes.

The Lhx2 and TAD fusion chimera, Lhx2TAD, exhibited higher transcriptional activity than wild-type Lhx2 (Figure 2F). When compared with empty vector, Lhx2 and Lhx2TAD vectors increased the reporter activity by 3.0 ± 0.3 and 7.0 ± 1.6 folds, respectively. Lhx2TAD exhibited 2.6 ± 0.5 times higher activity than Lhx2 (Figure 2F). These differences were statistically significant (*p* = 0.001, *n* = 3). Next, effects of Lhx2 and Lhx2TAD on the growth of human K562 cells were compared. However, growth of both Lhx2-and Lhx2TAD-transduced K562 cells was inhibited (Figure 2B). Lhx2TAD-transduced EGFP^+^ cells only increased 1.0 ± 0.1 and 1.7 ± 0.1 folds on day 3 and 6, respectively (Figure 2B). The difference between empty vector and Lhx2TAD vector was statistically significant on day 3 (*p* = 0.0002) and on day 6 (*p* = 3.1 × 10^−8^) (*n* = 3). Thus, the repressive activity of Lhx2 in K562 cells was not reversed by the addition of TAD.

### 3.3 Induction of hematopoietic cells from human iPSCs

Before examining the effect of Lhx2 and Lhx2TAD on human iPSC-derived hematopoietic cells, we evaluated efficacy and kinetics of our new differentiation induction system of human iPSCs into HSPCs using non-transduced iPSCs. In a series of experiments, 692D2 human iPSCs were used since this iPSC line is more widely used cell line than SM28. An overview of our new induction method is shown in Figure 3A. Differentiation of human iPSCs into the hematopoietic cells progresses as follows; CD34^–^CD43^–^ (iPSCs), CD34^+^CD43^–^ (HECs), CD34^+^CD43^+^ (HSPCs), and CD34^–^CD43^+^ (mature blood cells), as illustrated in Figure 3B.

**FIGURE 3:**
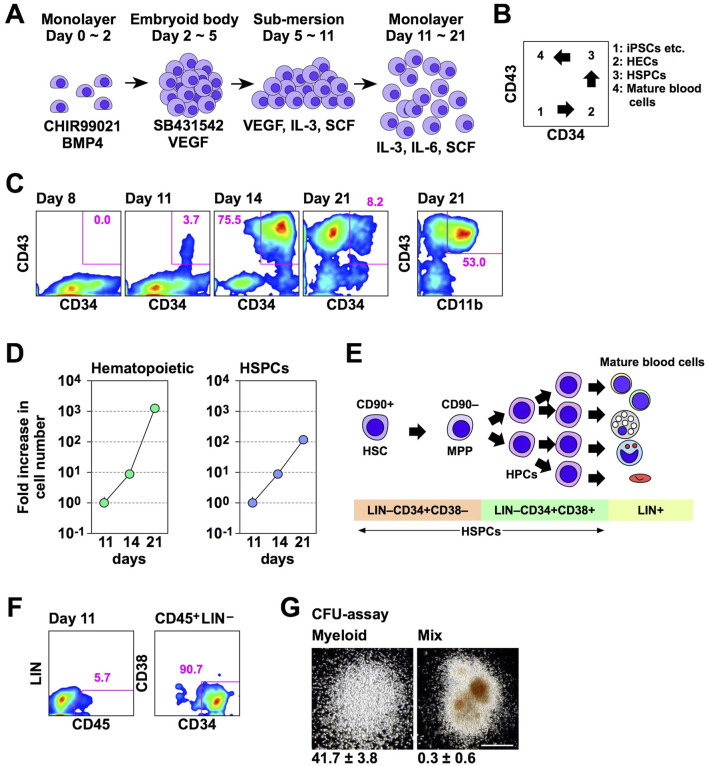
A novel hematopoietic induction system for human iPSCs. **(A)** Schematic outline of HSPC induction from human iPSCs. **(B)** Schematic diagram of flow cytometer analysis of hematopoietic differentiation from human iPSCs. **(C)** Time course of hematopoietic cell differentiation. **(D)** Increase in the number of hematopoietic cells (CD43^+^) and HSPCs (CD43^+^CD34^+^) during differentiation induction. The vertical axis indicates the relative cell increase rates compared with the number of cells on day 11. Mean values with standard deviations are shown (*n* = 3). **(E)** Representative cell surface markers at each differentiation stage of human HSPCs. MPP; multi-potent progenitor. **(F)** HSPC marker expression on day 11. In C and D, numbers indicate percentages within the gates. Representative data from multiple experiments are shown. **(G)** CFU assay of CD45^+^LIN^–^CD34^+^CD38^–^ cells on day 11. Representative myeloid and mix colonies are shown on the left and right, respectively. Scale bar = 500 µm. The numbers at the bottom of images indicate the average number of colonies obtained from 200 cells with standard deviations (*n* = 3).

In experiments with this protocol, HSPCs emerged and their number increased on days 11 and 14 of differentiation induction, respectively (Figure 3C). Subsequently, most hematopoietic cells were differentiated into mature blood cells on day 21 (Figure 3C). Percentages of HSPCs on days 8, 11, 14, and 21 were 0.0, 3.7, 75.5, and 8.2, respectively (Figure 3C). On day 21, 53.0% of hematopoietic cells were differentiated to CD11b/Mac-1^+^ myeloid cells (Figure 3C). The number of hematopoietic cells exponentially increased between days 11 and 21 of the hematopoietic cell induction culture (Figure 3D). The number of HSPCs also increased, but at a slower speed than overall hematopoietic cells (Figure 3D). The number of hematopoietic cells were increased 7.9 ± 0.1 and 1,330.4 ± 83.5 folds on days 14 and 21, respectively, while HSPCs were increased 7.4 ± 0.2 and 115.0 ± 11.7 folds on days 14 and 21, respectively, when compared with that of corresponding cells on day 11 (Figure 3D). Consequently, the percentage of HSPCs was decreased on day 21 (Figure 3C). Thus, in this culture condition, the number of human iPSC-derived HSPCs increased between days 11 and 21, and a large number of differentiated progenies were produced thereafter.

A simplified overview of adult human hematopoiesis in bone marrow is illustrated in Figure 3E (Doulatov et al., 2012). To clarify which stages of cells were first induced from human iPSCs, we analyzed the expression of CD45, lineage markers, and CD38. Consequently, CD45^+^Lin^–^CD34^+^CD38^–^ cells emerged on day 11 (Figure 3F). When these cells were isolated and cultured in methyl-cellulose culture medium containing SCF, IL-3, erythropoietin (EPO), granulocyte colony-stimulating factor (G-CSF), and granulocyte-macrophage colony-stimulating factor (GM-CSF) for 2 weeks, myeloid and mix colonies were observed (Figure 3G). Thus, multi-potent HSPCs were induced from human iPSCs in this culture system. However, when 200 cells were cultured, 41.7 ± 3.8 myeloid colonies emerged, while mix colonies were 0.3 ± 0.6 (Figure 3G). Thus, more than 90% of colonies were myeloid type. Related to this finding, this culture condition mainly gave rise to myeloid cells on day 21 (Figure 3C). Therefore, these HSPCs have myeloid-biased differentiation potential.

### 3.4 Effects of Lhx2 and Lhx2TAD on hematopoietic cell induction from human iPSCs

We next examined the effects of Lhx2 and Lhx2TAD on hematopoietic cell differentiation from human iPSCs using the new induction method. A lentiviral vector (Figure 4A) was used for gene transduction because the retroviral vector was less efficient in this experimental setting. Human iPSCs were induced to differentiate, and lentiviral vectors (empty, Lhx2 and Lhx2TAD) were transduced on day 11 of induction. Then, these cells were cultured with IL-3, IL-6, and SCF (Figure 4B). In this system, on day 14, the transduced cells became ZsGreen1^+^, while non-transduced cells were ZsGreen1^–^.

**FIGURE 4:**
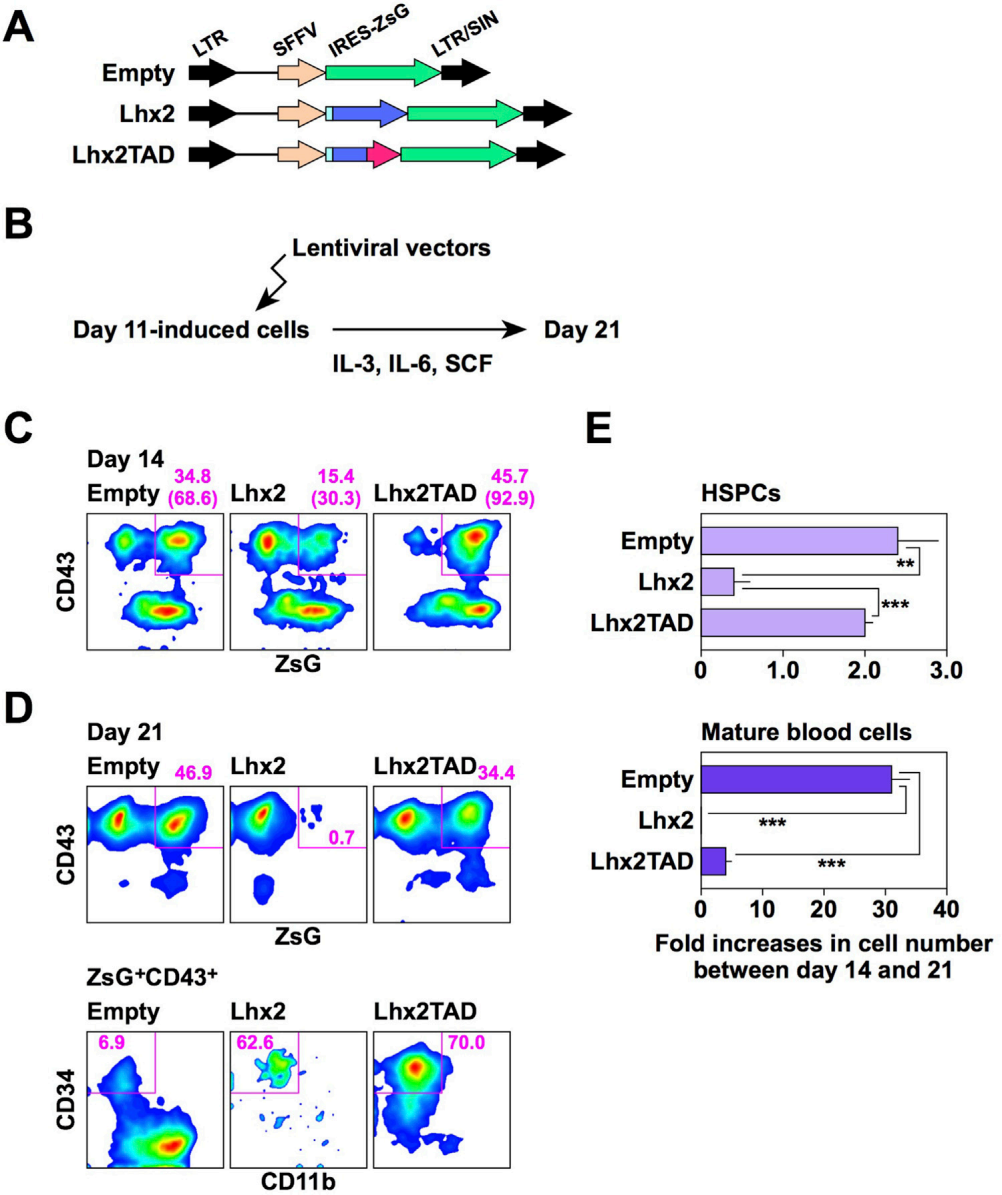
Effects of Lhx2 and Lhx2TAD on hematopoietic induction of human iPSCs. **(A)** Structure of lentiviral vectors used for Lhx2 transduction. ZsG = ZsGreen1. **(B)** Diagram of the lentiviral transduction schedule for human iPSC-derived differentiated cells. **(C, D)** FACS analyses on days 14 and 21. The numbers indicate the percentages within the gates. Representative data from multiple experiments are shown. In C, the numbers in parentheses are the percentage of ZsG^+^ cells among CD43^+^ cells. **(E)** The increase rate of the cell number between days 14 and 21. The horizontal axis indicates the relative cell increase rates on day 21 compared with the number of cells on day 14. Mean values with standard deviations are shown (*n* = 3). **p < 0.005 and ***p < 0.0005 by the Student’s *t*-test.

When Lhx2 was transduced, the percentage of ZsGreen1^+^ cells significantly decreased from 15.4% to 0.7% on days 14 and 21, respectively (Figures 4C, D). In contrast, the percentages of empty vector-transduced ZsGreen1^+^ hematopoietic cells were 34.8% and 46.9% on days 14 and 21, respectively (Figures 4C, D). Thus, growth of Lhx2-transduced hematopoietic cells was significantly suppressed. Notably, 62.6% of Lhx2-transuced hematopoietic cells on day 21 were HSPCs, whereas only 6.9% were HSPCs and myeloid cells were the major population in the case of empty vector-transduction (Figure 4D). Thus, Lhx2 could maintain the un-differentiated state of human iPSC-derived HSPCs, but could not expand them.

Next, the impact of Lhx2TAD overexpression was analyzed. Remarkably, the percentage of Lhx2TAD-transduced hematopoietic cells was drastically increased on days 14 and 21 of differentiation induction, as compared with the case of Lhx2 (Figures 4C, D). The percentages of Lhx2TAD-transduced hematopoietic cells on days 14 and 21 were 45.7% and 34.4%, respectively (Figures 4C, D). Furthermore, the vast majority of Lhx2TAD-transduced hematopoietic cells were HSPCs on day 21 (Figure 4D). Lhx2 overexpression decreased the number of HSPCs between days 14 and 21, whereas such an inhibitory effect was not observed in Lhx2TAD-transduced HSPCs (Figure 4E). Between days 14 and 21, the number of HSPCs transduced with empty vector or Lhx2TAD was increased 2.8 ± 0.5 or 2.4 ± 0.1 folds, respectively, while the number of Lhx2-transuduced HSPCs was decreased to 0.5 ± 0.4 folds (Figure 4E). The differences between empty and Lhx2, and Lhx2 and Lhx2TAD were statistically significant, *p* = 0.0065 and 0.0016, respectively (*n* = 3).

When empty vector was transduced, the number of mature blood cells increased 31.2 ± 2.7 folds (Figure 4E). On the other hand, cells transduced with Lhx2 or Lhx2TAD did not efficiently increase, 0.4 ± 0.2 (*p* = 3.6 × 10^−5^) and 3.9 ± 0.7 folds (*p* = 3.8 × 10^−5^), respectively, as compared with empty vector-transduced cells (*n* = 3) (Figure 4E). Thus, Lhx2 and Lhx2TAD overexpression repressed production of mature blood cells, as compared with empty vector.

### 3.5 Characteristics of Lhx2TAD-transduced human iPSC-derived HSPCs

To clarify the functional properties of Lhx2TAD-transduced HSPCs, several experiments were carried out. First, we examined whether Lhx2TAD-transduced HSPCs could produce mature hematopoietic cells. Lhx2TAD was transduced on day 11 and ZsGreen1^+^ HSPCs were isolated on day 14 (Figure 5A). On day 14, 53.5% of cells were ZsGreen1^+^ and 66.3% of these cells were HSPCs (Figure 5A). Then, these cells were cultured in methyl-cellulose culture medium containing SCF, IL-3, EPO, G-CSF, and GM-CSF for 2 weeks. Consequently, Lhx2TAD-transduced HSPCs gave rise to ZsGreen1^+^ hematopoietic colonies, which were mostly composed of neutrophils and macrophages (Figure 5B). When 200 cells were inoculated, 19.0 ± 5.3 colonies were formed and all of these colonies were myeloid-type. Thus, Lhx2TAD did not significantly affect cytokine-induced myeloid differentiation. On the other hand, mix colonies were not observed. It remains unclear whether Lhx2TAD-transduced HSPCs were myeloid-committed HPCs. Next, authentic HSPC markers were analyzed. In human HSPCs, most undifferentiated cell population is CD90^+^ (Figure 3E). When Lhx2TAD was transduced, 37.3% of cells were ZsGreen1^+^CD45^+^, 86.9% of these cells were CD34^+^CD38^–^, and 64.0% of ZsGreen1^+^CD45^+^ CD34^+^CD38^–^ cells were CD90^+^ on day 14 (Figure 5C). Therefore, based on the cell surface marker expression patterns, Lhx2TAD-transduced HSPCs could be recognized as HSCs and/or multi-potent HPCs.

**FIGURE 5:**
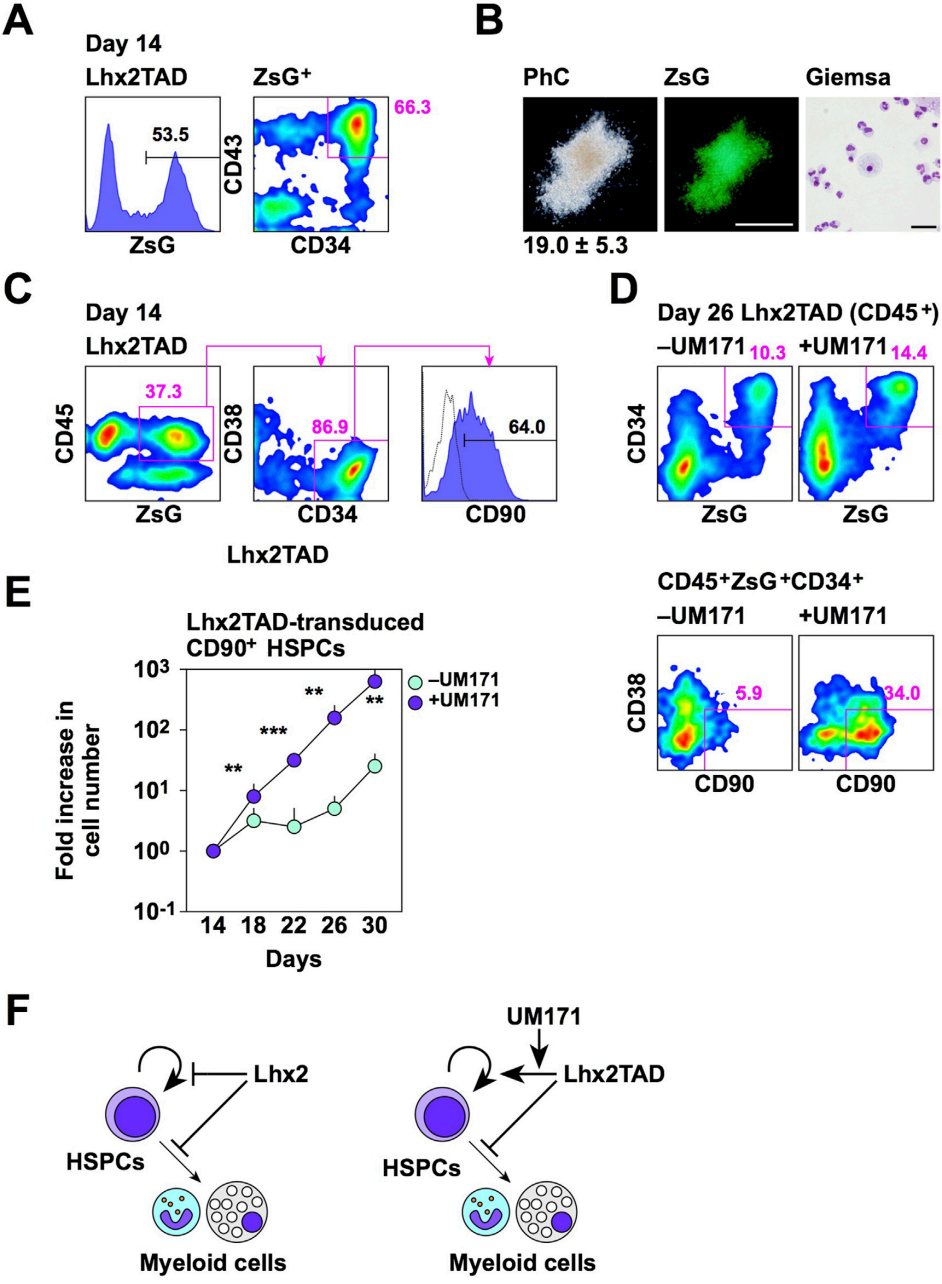
Properties of Lhx2TAD-transduced CD43^+^CD34^+^ cells. **(A)** FACS analysis of Lhx2TAD-transduced cells on day 14. **(B)** CFU assay of Lhx2TAD-transduced ZsG^+^CD43^+^CD34^+^ cells on day 14. The gross morphology of a representative hematopoietic colony and its ZsG expression are shown in the left and middle images, respectively. Scale bar = 500 µm. May-Grünwald/Giemsa staining of cells obtained from this colony is shown on the right. Scale bar = 50 µm. The number at the bottom of the left image indicates the average number of colonies obtained from 200 cells with the standard deviation (*n* = 3). **(C)** HSPC marker expression of Lhx2TAD-transduced ZsG^+^ cells on day 14. **(D)** Effect of UM171. HSPC marker expression was analyzed on day 22. In A, C, and D, the numbers indicate the percentages within the gates. Representative data from multiple experiments are shown. **(E)** The increase rate of the number of ZsG^+^CD45^+^CD34^+^CD38^–^CD90^+^ cells. The horizontal axis indicates the relative cell increase rates compared with the number of cells on day 14. Mean values with standard deviations are shown (*n* = 3). *p < 0.05, **p < 0.005, and ***p < 0.0005 by the Student’s *t*-test. **(F)** Schematic model of the effects of Lhx2 and Lhx2TAD on proliferation and differentiation of human iPSC-derived HSPCs.

As Lhx2-transduced HSPCs contained CD90^+^ cells, transplantation analyses were carried out. NOD/SCID immunocompromised mice lack B and T cells. Thereby human cells are engraftable into these mice. NSG mice are NOD/SCID mice lacking common γ chains of cytokine receptors for IL-2, IL-4, IL-7, IL-9, IL-15, and IL-21. Therefore, in addition to B/T cell deficiencies, NK cells are also deficient in NSG mice in which human cells are highly engraftable. Recently, a new transplantation protocol was developed to increase transplantation efficiency. That is injection of donor cells into caudal artery of mouse tail allowing the delivery of donor cells near the femur without passing through lung. In preliminary experiments using K562 cells expressing luciferase, donor cells were found near the femur when transplanted via caudal artery (Supplementary Figure S2A left). In contrast, intravenous transplantation of donor cells, frequently used in previous transplantation studies, resulted in the accumulation of donor cells in lung or heart 1–2 h after the transplantation (Supplementary Figure S2A right). Since caudal artery transplantation was easier than intra-bone marrow transplantation, we used this transplantation procedure. Lhx2TAD-transduced cells on day 14 were transplanted into conditioned NSG mice. However, donor-derived human hematopoietic cells were hardly detected in peripheral blood and bone marrow of recipient mice at 16 weeks after transplantation (Supplementary Figure S2B, C). Thus, Lhx2TAD overexpression did not confer repopulating activity to human iPSC-derived HSPCs.

Although Lhx2TAD could expand HSPCs when compared to Lhx2, Lhx2TAD-transduced HSPCs only increased 2.1-fold between days 14 and 21 (Figure 4E). Furthermore, Lhx2TAD-transduced HSPCs, as well as empty vector-transduced HSPCs, on day 21 were no longer forming hematopoietic colonies as revealed by colony assays. Therefore, this culture condition is not suitable for *ex vivo* amplification of HSPCs. We previously found that UM171 is effective for maintaining the un-differentiated state of human iPSC-derived HSPCs (Kitajima et al., 2022). Therefore, we cultured Lhx2TAD-transduced cells in the presence of UM171 from day 14. As expected, UM171 retained Lhx2TAD-transduced CD90^+^ HSPCs on day 26 (Figure 5D). CD90^+^ cells were most immature cells in human HSPCs (Figure 3E). When Lhx2TAD was transduced, 10.3% of hematopoietic cells were ZsGreen1^+^ HSPCs and 5.9% of these cells were CD90^+^ in the absence of UM171, while 14.4% of hematopoietic cells were ZsGreen1^+^ HSPCs and 34.0% of these cells were CD90^+^ in the presence of UM171 (Figure 5D). The number of Lhx2TAD-transduced CD90^+^ HSPCs increased 644.2 ± 117.6 and 22.7 ± 7.6 folds when cultured with and without UM171, respectively, between days 14 and 30 (Figure 5E). This difference was statistically significant (*p* = 0.0008, *n* = 3). Thus, Lhx2TAD-transduced HSPCs could be efficiently expanded using UM171.

## 4 Discussion

Here, we demonstrated that enforced expression of Lhx2 suppressed proliferation of human iPSC-derived HSPCs. On the other hand, it induced engraftable HSCs from mouse iPSCs (Kitajima et al., 2011). Thus, Lhx2 exhibits differential effects on hematopoietic cell induction from human and mouse iPSCs. Differences in the properties of human and mouse cells are well known in the case of ESCs/iPSCs. Mouse and human ESCs/iPSCs are closer to the cells of inner cell mass and epiblasts, respectively, in developing embryos. In addition, their cytokine requirements for keeping undifferentiated states are different. On the other hand, little is known about differences between mouse and human HSCs. As described above, HoxB4 was unable to induce HSCs from human ESCs (Wang et al., 2005). Therefore, our findings presented here will be important information for translating mouse study to human system.

Lhx2 suppressed expression of several genes in human K562 cells whose expression was upregulated by Lhx2 in mouse HSPCs. Based on this finding, we speculate that Lhx2 oppositely regulates expression of genes involved in *ex vivo* amplification of HSPCs in mouse and human HSPCs. Lhx2 binds to MRG1 and functions as a transcriptional activator (Glenn and Maurer, 1999). It can also associate with an E3 ubiquitin ligase RLIM, which recruits the Sin3A/histone deacetylase co-repressor complex (Bach et al., 1999). Interactions between Lhx2 and these factors might differ between human and mouse HSPCs.

K562 cells gave us a valuable clue for the inhibitory effect of Lhx2 on growth of human HSPCs. However, not all of the experimental results using K562 cells were applied to human HSPCs. Accessibility of transcription factors to their target genes is largely determined by cell type-specific epigenetic pattern. Probably, only a part of genes is commonly regulated by Lhx2 between K562 cells and human HSPCs. We found that Lhx2TAD suppressed the growth of human K562 cells. This data suggested that although K562 cells was initially considered as a model for human HSPCs, these cells might have properties similar to mature blood cells. Probably, the inhibitory effect of Lhx2TAD on growth of K562 cells is related to its inhibitory effect on the production of mature blood cells from human iPSC-derived HSPCs. Lhx2TAD might suppress the growth of human K562 cells via a transcriptional activation-independent mechanism. We previously found that Lhx2 disrupts the Ldb1:Lmo2 transcription factor complex via its LIM domain (Kitajima et al., 2013). Therefore, destruction of the Ldb1:Lmo2 complex by Lhx2TAD might inhibit the growth of K562 cells.

Our flow cytometer analyses revealed that Lhx2TAD-transduced human iPSC-derived HSPCs included CD90^+^ cells. However, the colony assays revealed that only myeloid colonies were formed by these HSPCs. Therefore, it is necessary to consider which stage of cells are contained in Lhx2TAD-transduced HSPCs. It remains unknown whether these HSPCs could differentiate into other lineages of hematopoietic cells or not. In the case of mouse ESCs/iPSCs, Lhx2-induced engraftable HSCs failed to differentiate into T cells (Kitajima et al., 2011). This is because Lhx2 severely suppresses T cell differentiation. In fact, T cell differentiation potential of the Lhx2-induced mouse HSCs was proved by using doxycycline-mediated conditional gene expression system for Lhx2 expression (Kitajima et al., 2013). Therefore, we could evaluate the differentiation capacity of Lhx2TAD-transduced human iPSC-derived HSPCs by employing a conditional gene expression system.

Lhx2TAD-induced human iPSC-derived HSPCs did not exhibit *in vivo* hematopoietic repopulation potential. We found that IL-3 is required for *in vitro* cell proliferation of HSPCs obtained with Lhx2TAD (Supplementary Figure S3). Therefore, one plausible explanation for this failure is the lack of cross-reactivity of IL-3 and GM-CSF between human and mouse. Genetically engineered NSG mice expressing human IL-3 and GM-CSF might be suitable recipients to detect hematopoietic repopulation activity of Lhx2TAD-transduced human iPSC-derived HSPCs.

Co-introduction of 3 transcription factors (HOXA9, RORA and ERG) confers the self-renewal ability on human iPSC-derived HSPCs (Doulatov et al., 2013). Therefore, comparative analyses of Lhx2TAD-transduced HSPCs with these HSPCs would provide useful information for molecular mechanisms underlying self-renewal of human HSPCs. Interestingly, co-introduction of additional transcription factors, SOX4 and MYB, in addition to above 3 transcription factors, induced engraftable HSPCs from human iPSCs (Doulatov et al., 2013). Therefore, engraftable HSCs might be obtained by introducing other transcription factors into Lhx2TAD-transduced human iPSC-derived HSPCs.

We showed that *ex vivo* amplification of Lhx2TAD-transduced human iPSC-derived HSPCs is supported by UM171. UM171 is known to inhibit the activity of a transcriptional repressor complex, CoREST, containing histone H3K4 demethylase LSD1 (Subramaniam et al., 2020; Chagraoui et al., 2021). Therefore, the supportive effect of UM171 on *ex vivo* amplification of Lhx2TAD-transduced HSPCs was mediated through the inhibition of histone H3K4 demethylation. These notions suggested that histone H3K4 methyl-transferases, such as MLL genes, are interesting candidates for generating engraftable HSCs from Lhx2TAD-transduced human iPSC-derived HSPCs. In addition, comparative gene expression analyses of empty vector, Lhx2, and Lhx2TAD-transduced human iPSC-derived HSPCs could identify genes pivotal for self-renewal of these HSPCs.

In summary, we demonstrated that Lhx2 maintains the un-differentiated state of human iPSC-derived HSPCs and suppresses their proliferation (Figure 5F). More importantly, Lhx2TAD stimulated self-renewal of human iPSC-derived HSPCs and this effect was promoted by UM171 (Figure 5F). Thus, we successfully amplified human iPSC-derived HSPCs *ex vivo* by modifying Lhx2. Recently, macrophages expressing chimeric antigen receptor are expected as cancer immunotherapy tools. Therefore, one of future directions of this study is utilization of iPSC-HSPCs obtained by Lhx2TAD as scalable sources of macrophages. On the other hand, current limitations of Lhx2TAD-transdused HSPCs are that *in vivo* hematopoietic repopulation ability was not observed in the transplanted mice, and that *in vitro* hematopoietic differentiation potentials other than myeloid lineages have not been demonstrated yet. Nevertheless, we believe that our study will make a significant contribution not only for understanding self-renewal and bone marrow repopulation ability of human iPSC-derived HSCs, but also for *ex vivo* production of human iPSC-derived immune cells.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, GSE44778; https://www.ncbi.nlm.nih.gov/, GSE273716.

# Supplementary material for: Modification of Lhx2 activity for ex vivo amplification of human iPSC-derived hematopoietic stem/progenitor cells
**Source:** Front Cell Dev Biol. 2024 Oct 15;12:1482989. doi: 10.3389/fcell.2024.1482989
**Supplement:** Supplementary file 1

## *Supplemental information*

### **1 Supplemental Materials and Methods**

#### **1.1 *In vitro* differentiation of human iPSCs by organoid system.**

Single cell suspension of human iPSCs ( $5 - 10 \times 10^4$  cells) was seeded onto a conventional 60 mm tissue culture dish with 10  $\mu$ M Y-27632 (Wako) and 1  $\mu$ L/mL iMatrix-511 (Nippi) in mTeSR plus medium (StemCell Technologies). Two days later, medium was changed to mTeSR plus with 25 ng/mL BMP4 (Peprotech) and 7  $\mu$ M CHIR99021 (Tocris) (day 0). On day 2, the cells were harvested and dispensed into low-attachment U-bottom 96-well plate (Greiner). The cells were seeded at 10,000 – 30,000 cells per wells in 0.1 mL mTeSR plus with 40 ng/mL VEGF (Peprotech) and 10  $\mu$ M SB431542 (Wako). The plates were centrifuged (1,500 rpm, 5 min, 25°C) and cultured for 3 days (day 2 to 5) to make embryoid bodies (EBs). On day 5, the resultant EBs were transferred onto gelatinized 48 well plate (Greiner, single EB per well) with 50  $\mu$ L culture medium into 0.2 mL StemLineII (Sigma) with 40 ng/mL VEGF, 50 ng/mL IL-3 (Peprotech), and 50 ng/mL SCF (Peprotech) and cultured for 3 days (day 5 to 8). On day 8, the medium was replaced to 0.2 mL StemLineII with 40 ng/mL VEGF, 50 ng/mL IL-3, and 50 ng/mL SCF and further cultured for 3 days (day 8 to 11). On day 11, floating cells and adherent cells were recovered, large cell debris was removed by cell strainer and used for lentiviral vector transduction. The cells were then cultured in StemLine II with 50 ng/mL IL-3, 50 ng/mL IL-6 (Peprotech), and 50 ng/mL SCF.

#### **1.2 Plasmid construction.**

##### pMY-FLAG-Lhx2TAD-IRES-EGFP

The C-terminal region (nucleotides 1 – 987; amino acid 1 – 329) of the mouse Lhx2 cDNA was deleted by PCR. Then, DNA sequences encoding FLAG and VP16 TAD were inserted into 5' end and 3' end of above Lhx2 mutant, respectively. The resultant mutant, FLAG-Lhx2TAD, was sub-cloned into pMY-IRES-EGFP.

##### p6 x LBS-Luc

DNA oligonucleotide, cgg TAATTAGCTAATTA cgg (DNA sequences in lowercase were stuffers and the underlined sequences were Lhx2 binding sequence; LBS), was synthesized and six LBSs were inserted in tandem into pGL3-promoter plasmid (Promega).

##### pHR-IRES-ZsGreen1

The IRES-ZsGreen1 fragment was amplified from pLV SIN-EF1a-IRES-ZsGreen1 (Clontech) by PCR and inserted into a lentiviral vector, pHR (Addgene).

##### pHR-FLAG-Lhx2-IRES-ZsGreen1 & pHR-FLAG-Lhx2TAD-IRES-ZsGreen1

Human Lhx2 cDNA was purchased from Origene. DNA sequence encoding FLAG was inserted into 5' end of human Lhx2 by PCR. The resultant FLAG-Lhx2 fragment was inserted into pHR-IRES-ZsGreen1. Human Lhx2TAD was constructed by connecting VP16 TAD to 3' end of human Lhx2 C-terminal deletant. All sequences were confirmed by DNA sequence analyses.

Single cell suspension of human iPSCs ( $5 - 10 \times 10^4$  cells) was seeded onto a conventional 60 mm tissue culture dish with 10  $\mu$ M Y-27632 (Wako) and 1  $\mu$ L/mL iMatrix-511 (Nippi) in mTeSR plus

medium (StemCell Technologies). Two days later, medium was changed to mTeSR plus with 25 ng/mL

2. Supplemental Figures

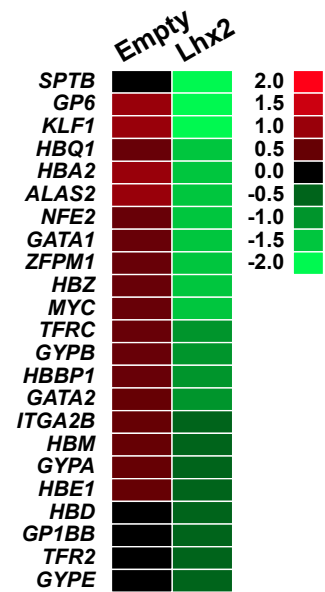

**Supplemental Figure S1. Microarray analysis of K562 cells.**  
Heat map of erythroid and platelet-related genes. K562 cells transduced with empty vector (empty) and with Lhx2 (Lhx2) were compared.

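The heat map of Supplementary Figure S1 sets the array signal of each gene in empty vector-transduced K562 cells beside that in Lhx2-transduced cells. HBA2, read by 3 probes, was at a log2 signal of 4.88 relative to the 75th percentile in empty vector-transduced and 2.29 in Lhx2-transduced cells. TFRC, the transferrin receptor that takes up iron, was at 4.53 and 2.53. The embryonic globin HBE1 was at 3.42 and 2.24, and the pseudogene HBBP1 at 2.51 and 0.98. ZFPM1, the cofactor of GATA1 also called FOG1, was at 0.55 and -1.85. SPTB, a spectrin chain of the red cell skeleton, was at -3.25 and -4.85, and HBM was at -4.62 and -6.13, the latter near the dimmest signal counted on its array. The level of a gene on one probe cannot be set against that of another gene, so only the difference between the samples is comparable from gene to gene.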

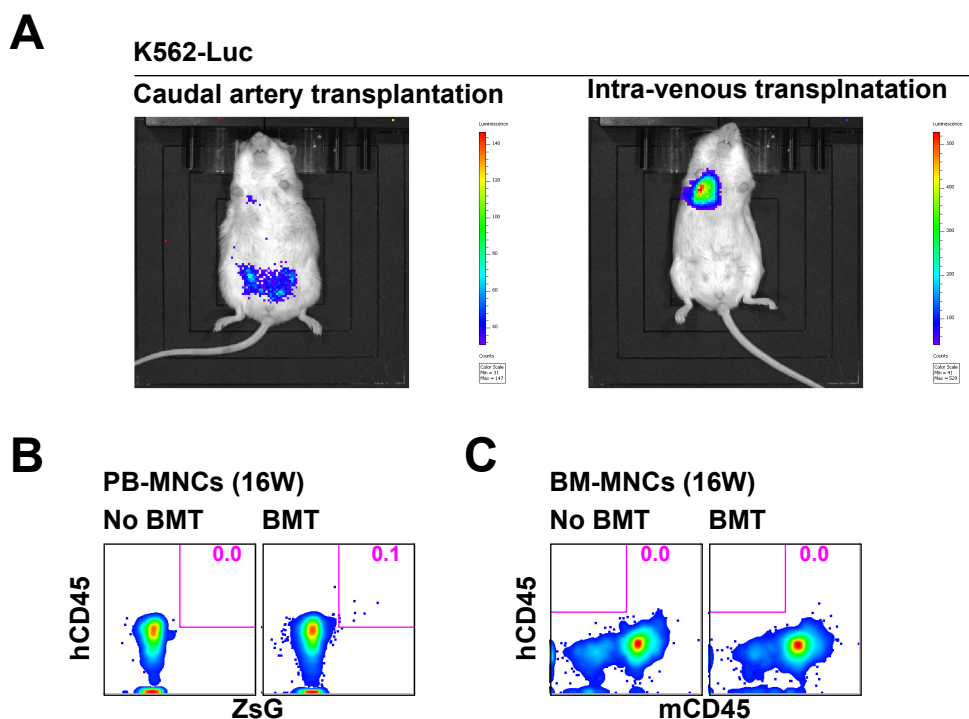

**Supplemental Figure S2. Transplantation of Lhx2TAD-transduced cells.**

A: Transplantation of K562 cells expressing luciferase (K562-Luc) into NSG mice via caudal artery or intra-venous. B, C: FACS analyses of recipient mice (BMT) and control mice (No BMT). Lhx2TAD was transduced on day 11 and whole cells on day 14 were transplanted into irradiated NSG mice via caudal artery. The peripheral blood mononuclear cells (PB-MNCs; B) and bone marrow mononuclear cells (BM-MNCs; C) were analyzed 16 weeks after transplantation. Representative data were shown. hCD45 = anti-human CD45 antibody. mCD45 = anti-mouse CD45 antibody.

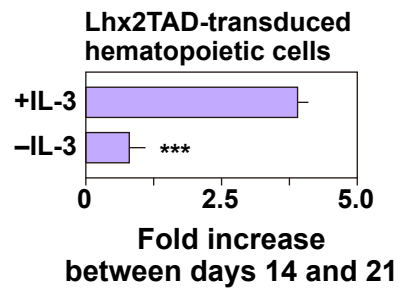

**Supplemental Figure S3. Requirement of IL-3 for *ex vivo* expansion of transplantation of Lhx2TAD-transduced hematopoietic cells.**

Fold increase of Lhx2TAD-transduced hematopoietic cells between days 14 and 21. These cells were cultured with IL-3, IL-6 and SCF (+IL-3) or IL-6 and SCF (–IL-3). Mean values with standard deviations are shown ( $n = 3$ ). \*\*\* $p < 0.0005$  by the Student's t-test.

## 2 Supplemental Table S1

Antibodies used for FACS

| Name               | Reactivity | Clone     | Conjugate | Company         |
|--------------------|------------|-----------|-----------|-----------------|
| Tie-2              | mouse      | TEK4      | PE        | Biolegend       |
| c-Kit              | mouse      | 2B8       | PE/Cy7    | Biolegend       |
| Lin * <sup>1</sup> | mouse      |           | biotin    | Miltenyi Biotec |
| Sca-1              | mouse      | D7        | APC       | Biolegend       |
| TIE-2              | human      | 33.1      | PE        | Biolegend       |
| CD34               | human      | 581       | PE/Cy7    | Biolegend       |
| CD43               | human      | CD43-10G7 | APC       | Biolegend       |
| CD11B              | human      | ICRF44    | APC       | Biolegend       |
| LIN * <sup>2</sup> | human      |           | APC       | Biolegend       |
| CD45               | human      | HI30      | BV421     | Biolegend       |
| CD38               | human      | HIT2      | PE        | Biolegend       |
| CD90               | human      | 5E10      | AF647     | Biolegend       |

\*1: content of Lin cocktail

CD5 (clone 53-7.3)

CD11b (clone M1/70)

B220 (clone RA3-6B2)

Gr-1 (clone RB6-8C5)

Ter-119 (clone Ter-119)

\*2: content of LIN cocktail

CD3 (clone SK3)

CD14 (clone HCD14)

CD16 (clone 3G8)

CD19 (clone HIB19)

CD20 (clone 2H3)

How the deposited data were processed for this re-analysis (not part of the article)

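Gene expression was measured in 1 sample of empty vector-transduced and 1 sample of Lhx2-transduced K562 cells, an established human leukemia cell line. EGFP+ cells were sorted 2 days after transduction and cultured for an additional 3 days. Each RNA sample was hybridized to 1 single-color (Cy3) Agilent array, and both arrays were on the same slide and in the same scan.

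The authors deposited, for each array, the spot intensities written by Agilent Feature Extraction 11.5.1.1, a version given in the file header and in the submitters' processing notes. The processed signal is a linear intensity after background subtraction and correction of trends across the array, with substitute values for dim spots, and it is not scaled between arrays. The mean spot intensity and the local background intensity are in the same deposited files. The authors also deposited a value table on a linear scale, which is the ratio of the processed signal to a divisor of the array, with column medians of 0.0558 for empty vector and 0.0746 for Lhx2. The divisors, found by setting the table against the processed signal, were 1476.87 and 1316.07, so that its scale, centering and direction are known. The normalization behind the figures of the paper is not given in the sources used here. The arrays hold 44495 spots each, of which 43118 are not controls, and 0 spots were saturated. The share of non-control spots well above background was 65.3% for empty vector and 63.0% for Lhx2.

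From these files, the log2 of the processed signal was taken relative to the 75th percentile over non-control spots of each array. Control spots and spots marked as outliers by the scanner software (427 and 371) were left out, and the spots of one probe were averaged, which left 34093 probes. A probe counted as measured when more than 50% of its spots were well above background and not saturated on both arrays, and a gene was the mean of its measured probes. Of the 34127 probes before spots were left out, 26377 took their gene symbol from an accession in a reference table of GRCh38.p14 names, and 7750 kept the name in the array files. Positions are those of the array files, on hg19, and no position was taken from GRCh38.p14. Whether a probe lies in coding or untranslated sequence was not looked up, since no hg19 annotation was used here.

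Of 26063 genes, 15307 were measured in both samples, 719 were well above background in Lhx2-transduced cells only, 1460 in empty vector-transduced cells only and 8557 in neither. In 20 genes different probes were well above background in different samples, and no difference was given. A gene well above background in 1 sample was given a lower bound, its normalized log2 signal minus the higher of its own dim signal and the lowest signal well above background on the other array (log2 -6.78 for empty vector and -6.15 for Lhx2), and no fold where this bound was under 1-fold. With 1 sample per condition no test between the conditions was possible, no p-value was computed and the number of arrays limits the precision. The SD between spots of one probe covers spotting and scanning only.

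Genes were named in the text by a rule. It took every gene drawn in Fig. 2C, Fig. 2D or Supplementary Figure S1 or named in the text beside Lhx2, the 10 genes with the largest positive and the 10 with the largest negative difference, the 5 with the largest lower bound in each sample, and up to 4 members of each gene list with the largest difference in the direction of the list median. This gave 222 genes, and names outside the rule are given as chosen after their values were seen. Some genes taken by the rule are not reported here. Symbols drawn in the figures were read by eye, so these 4 lists of drawn genes were only tallied. A further 35 gene lists were written from textbook knowledge. They cover DNA replication, mitosis, G1/S regulators, CDK inhibitors, MYC and ribosome biogenesis, ribosomal proteins, globins, heme synthesis, erythroid membrane markers, erythroid and megakaryocyte transcription factors, platelet genes, the LDB1:LMO2 complex, Lhx2 partners and corepressors together with CoREST, the LIM-homeobox family, HSPC, granulocyte and macrophage, lymphoid, endothelial and neuronal genes, extracellular matrix, integrins and adhesion, forebrain and eye-field factors, interferon response, MHC and antigen presentation, chemokines and NF-kB targets, TGF-beta and BMP, Wnt and Notch, p53 targets, the BCL-2 family and caspases, glycolysis and hypoxia, ATF4 and the unfolded protein response, cholesterol synthesis, heat shock and oxidative stress, lysosome and autophagy, and reference genes. For each list the median difference of its measured members was set against the medians of 10000 random lists of the same size, matched on mean signal in 20 bins, as a description of these arrays. Of the 35 lists, 13 had medians outside the middle 95% of their random lists, where 5% would be outside by chance if genes were independent.

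The alternatives were centering on the median, quantile normalization, normexp background correction of the mean intensity with an offset of 50, the authors' deposited value table, no filter on dim probes, probes well above background in at least 1 sample, the brightest probe of a gene, outlier spots kept, and a 1.5-fold threshold for the counts. No scaling between the arrays and each probe on its own were added after the values had been set beside those of the figures. The computations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, normexp of limma 3.58.1 in R 4.3.3, and matplotlib 3.10.9 for the plots. The steps were tested on simulated data. Both simulated arrays were built from the empty vector array, with noise of the size seen between spots of one probe. Of simulated genes changed by log2 values of 1.5 or 2 in either direction, 50 per size, all were found past 2-fold, with the largest error at 0.116, and 0 of 16588 unchanged genes were. The simulation holds no variation between cultures or RNA samples. It therefore checks the computation and gives no rate of false 2-fold differences between the conditions. Of 200 random lists of 30 genes, 4.5% fell outside the middle 95% with no shift, 82.5% with a shift of 0.5 and 100% with a shift of 1.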

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

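The tests in this part were chosen after the results were seen. The results in it concern gene groups and genes that the paper does not discuss, apart from a few list members drawn in its figures, and they stood out because a list median lay above nearly all random lists of the same size and signal, or because a gene had one of the largest differences.

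Genes of the interferon response and of antigen presentation were higher in Lhx2-transduced cells. Of 22 measured interferon response genes, 10 were higher by 2-fold or more and none was lower, with a median log2 difference of 0.98 that 0 of 10000 random lists reached (0.56 with median centering), and of 16 measured MHC and antigen presentation genes 6 were higher and none was lower, with a median of 0.92 that 22 random lists reached (0.57 with normexp, 0.50 with median centering, and 0.62 with no filter on dim probes, where the list no longer lay outside the middle 95%). RSAD2, an antiviral enzyme, was at 4.13, the RNA sensor IFIH1 at 2.62 and the transcription factor IRF9 at 2.22, whereas IFITM1, IFITM2 and IFITM3, chosen after their values were seen, were at -0.71, -0.77 and -0.64, and among the MHC genes HLA-C was at 2.94, HLA-DPB1 at 2.78 and the immunoproteasome subunit PSMB9 at 2.14, with HLA probes that may read more than 1 HLA gene. The empty vector log2 signals of RSAD2 (-6.43), HLA-DPB1 (-6.01) and HLA-C (-5.87) lay near the dimmest counted there (-6.78). The sizes of these 3 differences are therefore uncertain. An offset between the arrays that depends on brightness may raise dim genes, but with the running median of the difference over 250 genes on either side in brightness taken off, the MHC median was still 0.82, which argues against it as the whole cause. The random lists were already matched on signal, so this step largely repeats that comparison and is not separate support. A response to Lhx2 and a difference in growth between the samples, the empty vector-transduced cells being confluent on day 3 in the paper's growth curve, stay open and were not tested.

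The largest differences were higher in Lhx2-transduced cells. CFI, which encodes complement factor I, was at 8.68, the histidine decarboxylase HDC at 7.19 over 10 spots, the ubiquitin ligase HECW2 at 6.85, the LIM-only factor LMO1 at 6.55, the stress-induced NUPR1 at 6.47, RFPL4AL1 at 6.21, CFAP144 at 6.07, CYP3A7 at 6.03, CYP3A5 at 6.00 and NCCRP1 at 5.98. The empty vector log2 signals of HECW2 (-6.30) and CFAP144 (-6.29) lay near the dimmest counted there (-6.78), so the sizes of their differences are uncertain. Well above background in Lhx2-transduced cells only, RASSF4 had a lower bound of 6.52, LPAR6 one of 6.44, ABCA6 one of 5.98, GAS2 one of 5.86 and LAMB4 one of 5.69. CYP3A5 and CYP3A7 are close paralogs, as are RFPL4AL1 and RFPL4A, and their probes may share targets. A single probe that reads another RNA could give such values. Of the genes more than 16-fold higher by their brightest probe, 12 have further probes of other sequence. Of these 14 further probes, 12 (85.7%) were also higher by 2-fold or more, against 19.8% of 4512 further probes of all genes. This argues against such a misreading for the 12 genes as a set. It does not clear each of them, since not every further probe was higher. For genes with 1 probe such a misreading cannot be told apart from a real difference, because no further probe was there to read them, and 5 of the 10 genes above have 1 probe on the array. The values of 9 of the 10 rest on 1 probe well above background in both samples. A response to Lhx2 stays open and was not tested.

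Of 28 measured extracellular matrix genes, 11 were higher by 2-fold or more and 3 (COL4A2, THBS1 and LAMB3, chosen after their values were seen) were lower, with a median of 0.66 that 34 random lists reached, COL1A2 at 3.94 and COL7A1 at 2.88. With 7 further members at their lower bounds the median was 0.76, and without the 7 members drawn in the paper's figures it was 0.57, while it was 0.24 with median centering, 0.32 with quantile normalization and 0.41 with normexp. The empty vector log2 signal of COL7A1 (-6.19) lay near the dimmest counted there (-6.78), so the size of its difference is uncertain. Of 28 ATF4 and unfolded protein response genes, 5 were higher by 2-fold or more and 1 (DDIT4, -1.68, chosen after its value was seen) was lower, with a median of 0.40 that 0 random lists reached but that was -0.02 with median centering, VLDLR at 1.59, DNAJB9 at 1.42, PHGDH at 1.41 and SLC7A11 at 1.34. Of 24 lysosome and autophagy genes, 8 were higher by 2-fold or more and none was lower, with a median of 0.64 that 1 random list reached, or 0.22 with median centering, GABARAPL1 at 2.77, the lysosomal glucosidase GAA at 2.17, the cathepsin CTSL at 1.71 and WIPI1 at 1.67.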

How the results depend on the processing

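No paired analysis was possible because each condition has 1 array. With the authors' value table and with outlier spots kept, all 44 summary results (4 counts of genes, 5 tallies of drawn genes and 35 list medians) had the direction of the values reported and moved by less than the SD of random list medians (medians) or by no more than 1.5 times (counts), and no named gene that differed by 2-fold or more changed sign under any of the alternatives. For the authors' table this was fixed in advance, since it is the same processed signal with nearly the same divisors and moves each difference by 0.00042. The tallies ranged from 20 to 21 of 21 for Fig. 2C, and from 9 to 10 of 10 and from 7 to 10 of 11 for the increased and decreased genes of Fig. 2D. They were 23 of 23 for Supplementary Figure S1 and 21 of 21 expressed throughout. The expressed tally rests only on which spots the array software marked as well above background. Apart from keeping outlier spots, no alternative could change it. Of the 5 lists above and the 8 below the middle 95% of random lists, all stayed outside except glycolysis and hypoxia with normexp and MHC and antigen presentation with no filter on dim probes. Median centering and the authors' table shift all genes alike, so they could not change the place of a list among its random lists. Dim genes limit the values, since 8557 genes were not well above background in either sample, and counts of genes in 1 sample only could not be had with no filter on dim probes or with probes well above background in at least 1 sample.

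Median centering moved every gene by -0.42 through its own construction. The numbers of genes past 2-fold were then 1420 higher and 3308 lower. ATF4 and the unfolded protein response reversed to -0.019. The LIM-homeobox family was at -0.75 and neuronal genes were at -0.34, both moved by less than the SD of their random list medians. The other medians were -1.79 for DNA replication, -1.496 for mitosis, -1.55 for G1/S, -0.36 for CDK inhibitors, -1.83 for MYC and ribosome biogenesis, -0.51 for ribosomal proteins, -1.76 for globins, -0.67 for heme synthesis, -0.62 for erythroid membrane markers, -1.19 for erythroid and megakaryocyte factors, -1.38 for platelet genes, -0.89 for the LDB1:LMO2 complex, -0.60 for Lhx2 partners, 0.14 for HSPC genes, -0.0087 for granulocyte and macrophage genes, -0.16 for lymphoid genes, -0.98 for endothelial genes, 0.24 for extracellular matrix, -0.82 for integrins, 0.48 for forebrain factors, 0.56 for interferon, 0.50 for MHC, -0.29 for chemokines, -0.12 for TGF-beta and BMP, -0.50 for Wnt and Notch, -0.10 for p53 targets, -0.10 for the BCL-2 family, -0.91 for glycolysis and hypoxia, -0.85 for cholesterol synthesis, -0.81 for heat shock, 0.22 for lysosome and autophagy and -0.65 for reference genes.

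With quantile normalization the split was 1946 higher and 1679 lower, and the medians that moved were -1.199 for DNA replication, -0.90 for mitosis, -1.25 for MYC and ribosome biogenesis, 0.072 for ribosomal proteins, -1.05 for erythroid and megakaryocyte factors, 0.32 for extracellular matrix, 0.71 for interferon, -0.17 for chemokines, -0.41 for Wnt and Notch, 0.64 for ATF4 and the unfolded protein response, -0.0396 for cholesterol synthesis and 0.0017 for reference genes. With normexp, 181 genes were in Lhx2-transduced and 32 in empty vector-transduced cells only by at least 2-fold, and the medians that moved were -1.26 for MYC and ribosome biogenesis, -1.03 for globins, 0.41 for extracellular matrix, -0.12 for integrins, 0.70 for interferon and 0.57 for MHC. With no filter on dim probes, which adds dim genes, 3745 genes were higher and 2485 lower, and the medians that moved were -0.56 for erythroid membrane markers, -0.51 for erythroid and megakaryocyte factors, -0.48 for platelet genes, 0.44 for endothelial genes, 0.28 for integrins, 0.62 for neuronal genes, 0.75 for interferon, 0.62 for MHC, 0.63 for TGF-beta and BMP and 0.30 for Wnt and Notch. With probes well above background in at least 1 sample, 2346 genes were lower, and the medians were -0.82 for erythroid membrane markers, -1.34 for platelet genes, 0.21 for HSPC genes, -0.31 for lymphoid genes and 0.89 for extracellular matrix. With the brightest probe per gene, HSPC genes were at 0.20. At a threshold of 1.5-fold, 3916 genes were higher and 3297 lower. Apart from the shift of median centering and the genes added by the filters, the cause was not tested.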

Differences from the paper's values

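The paper's log2 values are bars in figures without printed numbers, so each was read by eye and counts as different here when it lies more than 0.1 from the value here, or, where one of these is larger, more than the SD between probes for a gene with several measured probes or the SD between spots for a probe with several spots. In Fig. 2C, 2 of 21 genes differed. CDK13 is about -1.7 in Fig. 2C, read by eye, and was -0.066 here over 3 probes. Of the alternatives, median centering (-0.48) and quantile normalization (-0.34) no longer differ, through the wide SD of its probes, and the others do. Probe A_33_P3329149 alone, chosen after the values were seen, gave -1.697. CCNB1 is about -1.7 in Fig. 2C, read by eye, and was -1.59 here, with a difference under all alternatives that scale the arrays. With no scaling between the arrays, chosen after the values were seen, it was -1.76, a setting with which 18 of the 21 genes of Fig. 2C differ.

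In Fig. 2D, 14 genes differed. For 12 of them no alternative that scales the arrays closed the gap. MMP11 is about 1.8 in Fig. 2D, read by eye, and was 1.96 here. CYR61 is about 0.1 in Fig. 2D, read by eye, and was 0.26. SPARC is about 0.9 in Fig. 2D, read by eye, and was 1.08. EFEMP1 is about 2.8 in Fig. 2D, read by eye, and was 2.98. CXCL5 is about -0.6 in Fig. 2D, read by eye, and was -0.45. COCH is about -1.0 in Fig. 2D, read by eye, and was -0.80. IL10RA is about -1.2 in Fig. 2D, read by eye, and was -1.03. PPP1R14C is about -2.8 in Fig. 2D, read by eye, and was -2.67. COL5A2 is about -0.5 in Fig. 2D, read by eye, and was -0.31. HPRT1 is about -1.3 in Fig. 2D, read by eye, and was -1.07. CXCL12 is about -0.7 in Fig. 2D, read by eye, and was 0.36.
ABHD3 is about -0.8 in Fig. 2D, read by eye, and was 0.96 here, and above 0 under all alternatives. COL6A1 is about 3.8 in Fig. 2D, read by eye, and was 4.00 here. It no longer differs with quantile normalization (3.79) and differs with the other alternatives. GBP2 is about 2.2 in Fig. 2D, read by eye, and was 2.32 here, and it no longer differs with quantile normalization (2.29) or normexp (2.24) but differs with the others.
With no scaling between the arrays, a setting chosen after the values of Fig. 2D had been set beside those here, 2 genes (CXCL12 at 0.19 and ABHD3 at 0.79) differ, and 14 of 17 measured genes lie within 0.1 of the figure. The median of the values here minus those read from the figure was 0.17 for Fig. 2D and 0.01 for Fig. 2C at the 75th percentile scaling, and 0.0017 and -0.15 with no scaling.

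The paper counts 11 of the 21 Lhx2-activated genes as decreased, with no threshold stated, and 7 lay below 0 here. The count no longer differs by over 1.5 times with median centering (10), no filter on dim probes (9), probes well above background in at least 1 sample (9), quantile normalization (8) or the brightest probe (8), and differs with normexp (7), the authors' value table (7) and outlier spots kept (7). CXCL12 (0.36) and ABHD3 (0.96) lie above 0 here while the paper draws them as decreased, and CPE, well above background in empty vector-transduced cells only, has no value here, against about -2.0 in Fig. 2D, read by eye (-1.69 with no filter on dim probes). The 10 genes drawn as increased were all higher here, and all 21 drawn genes were expressed. Only the drawn genes were looked up, so the expressed count could not exceed 21 and is no separate check of the paper's count.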

Other observations

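The test in this part was chosen after the result was seen. In the list of glycolysis and hypoxia response, 8 of 30 measured genes were lower by 2-fold or more and 6 were higher, with a median of -0.49 and 84 of 10000 random lists as low, or -0.38 with normexp, where the list no longer lay outside the middle 95%. Among the lower genes were HK2 (-1.598), TPI1 (-1.49), the glucose transporter SLC2A1 (-1.47) and PGAM1 (-1.397), and the higher ones were ADM (2.12), NDRG1 (2.10), EGLN3 (1.94), P4HA2 (1.94), BNIP3L (1.42) and P4HA1 (1.21), chosen after their values were seen. Of 13 measured HSPC genes, 3 were higher by 2-fold or more and 1 was lower (SPN, -1.11, chosen after its value was seen), with a median of 0.56 and 507 random lists as high, or 0.20 with the brightest probe, 0.21 with probes well above background in at least 1 sample and 0.14 with median centering. EVI2B was at 4.09, the protein C receptor PROCR at 3.85 and GFI1 at 2.03, while MEIS1 was at 0.80, MYB at -0.13, HOXA9 at -0.25 and HOXB4 at -0.57, and ERG, RORA and SOX4 were not well above background. POU5F1 was at 2.00 on 1 spot of 1 probe, and whether that probe also reads related sequences was not looked up. Of 6 measured forebrain and eye-field factors, 3 were higher by 2-fold or more, including HESX1 and PAX6 (1.83), with a median of 0.90 and 581 random lists as high, or 0.66 and 1517 without HESX1, which is drawn in Fig. 2D. Of 12 measured TGF-beta and BMP genes, 4 were higher by 2-fold or more, ID3 at 3.42, ID2 at 2.40, SKIL at 1.30 and INHBE at 1.01, and TGFB1, chosen after its value was seen, was at -1.09. The median of that list was 0.30, or -0.12 with median centering.

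The medians of the lists that follow lay inside the middle 95% of their random lists. The p53 targets had a median of 0.32 (363 random lists as high), with TP53INP1 at 3.40 and DDB2 at 1.53, and the BCL-2 family and caspases one of 0.32 (348 as high), with BMF at 2.84 and XIAP at 1.36, and both were at -0.10 with median centering. Chemokines and NF-kB targets were at 0.12, with BIRC3 at 2.98 and RELB at 1.67, and at -0.29 with median centering and -0.17 with quantile normalization. Lymphoid genes were at 0.26, with RAG1 at 0.70, and at -0.16 with median centering. Wnt and Notch genes were at -0.09, with NRARP at -1.89 and HEY1 at -1.08, and at 0.30 with no filter on dim probes. Integrins were at -0.40, with ITGB5 at -1.23 and ICAM2 at -1.10, and endothelial genes at -0.56, with NOS3 at -0.79, and these were at 0.28 and 0.44 with no filter on dim probes. Neuronal genes were at 0.07 over 5 genes, with ROBO2 at 1.43. The LIM-homeobox family was at -0.33 over 5 genes, with LHX1 at -1.56. Cholesterol synthesis was at -0.43, with 4 of 23 genes lower by 2-fold or more, and heat shock and oxidative stress genes at -0.40, with HSPA8 at -1.89 and HSPH1 at -1.496. Reference genes often used in RT-qPCR were at -0.24, with PGK1 at -1.29 and VCP at -0.83, and 5015 random lists were as low.

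Among the genes with the largest negative differences were PRG2 (-4.88), PAK6 (-4.02), HAS1 (-3.77), VSIG4 (-3.69), ATP9A (-3.59), VEPH1 (-3.52), GP6 (-3.51), ASCL2 (-3.43) and MS4A3 (-3.37). Among genes well above background in empty vector-transduced cells only, the largest lower bounds were those of TCN1 (-4.88), TMPRSS13 (-3.63), JHY (-3.46), TSG1 (-3.46) and PDGFRA (-3.44). Among genes measured in both samples, 56 were higher and 2 were lower by 16-fold or more in Lhx2-transduced cells. Genes with only a lower bound, such as TCN1, are not in these counts. Across the 15307 genes, which are not independent replicates, the log2 signals of the arrays had a correlation of 0.939.

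The lower medians of the DNA replication, mitosis, G1/S and ribosome biogenesis lists may come from an offset between the arrays that depends on brightness, since many of these genes are bright and bright genes were lower on average. With the running median of the difference at each brightness taken off, the weakest of the 4 medians, that of mitosis, was -0.88, which argues against the offset as the whole cause. The random lists were already matched on signal, so this step largely repeats that comparison and is not separate support. An effect of Lhx2 on cell division, and a difference in growth state between 1 culture of each kind, stay open and were not tested.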
